# High resolution temporal transcriptomics of mouse embryoid body development reveals complex expression dynamics of coding and noncoding loci

**DOI:** 10.1038/s41598-017-06110-5

**Published:** 2017-07-27

**Authors:** Brian S. Gloss, Bethany Signal, Seth W. Cheetham, Franziska Gruhl, Dominik C. Kaczorowski, Andrew C. Perkins, Marcel E. Dinger

## Abstract

Cellular responses to stimuli are rapid and continuous and yet the vast majority of investigations of transcriptional responses during developmental transitions typically use long interval time courses; limiting the available interpretive power. Moreover, such experiments typically focus on protein-coding transcripts, ignoring the important impact of long noncoding RNAs. We therefore evaluated coding and noncoding expression dynamics at unprecedented temporal resolution (6-hourly) in differentiating mouse embryonic stem cells and report new insight into molecular processes and genome organization. We present a highly resolved differentiation cascade that exhibits coding and noncoding transcriptional alterations, transcription factor network interactions and alternative splicing events, little of which can be resolved by long-interval developmental time-courses. We describe novel short lived and cycling patterns of gene expression and dissect temporally ordered gene expression changes in response to transcription factors. We elucidate patterns in gene co-expression across the genome, describe asynchronous transcription at bidirectional promoters and functionally annotate known and novel regulatory lncRNAs. These findings highlight the complex and dynamic molecular events underlying mammalian differentiation that can only be observed though a temporally resolved time course.

## Introduction

Over the past decade, transcriptomic investigations into the of nature embryonic stem cell (ESC) differentiation have elucidated key biochemical features of stemness and differentiation. Increasingly, it has become apparent that understanding the dynamics and coordination of gene expression signatures over time during the key phases of differentiation is critical to adequate characterization of fundamental biological processes.

Mouse ESC differentiation is a highly complex cascade of gene expression changes that allow single pluripotent cells in culture to progress to an organoid composed of cells reflecting three germ lineages within only five days. The spontaneous differentiation of these cells in culture has provided key insights into the developmental processes underlying the generation of the primary germ cell layers^1^. Microarray and RNA sequencing have provided a means to characterize the molecular transitions in gene expression underlying ESC biology and more recently single cell transcriptomic studies have provided the first glimpses into the molecular history of these cells^2^. However, it is clear that much more of the transcriptional landscape of ESC remains to be elucidated^3^.

Access to new technologies, such as massively parallel sequencing (MPS), has led to a dramatic increase in our knowledge of the mammalian transcriptome. Early genomic tiling array analysis indicated that most of the genome was transcribed into RNA^4^. MPS of the transcriptome validated this observation and revealed that the majority of the mammalian genome is pervasively transcribed as interlaced and overlapping RNAs^5^, many of which lack protein-coding potential^6^. The large number of long-noncoding transcripts (lncRNA) has become the focus of significant interest due to their exquisite cell type specific expression^7^, potent biological function^8, 9^, and rapid transactivation of cellular processes^10^. However, in general, lncRNAs are lowly expressed and short lived^11^, possibly because, unlike mRNAs that require translation, are able to exert their function directly. These qualities obfuscate their identification and characterization with traditional approaches that are tuned to the properties of mRNAs^12^. Owing to the relative infancy of the field, the vast majority of noncoding transcripts are of unknown function^13^. Additionally, the expression patterns of these genes imply that their function is dependent on cellular context and likely regulatory^8^, thus the identification of these molecules and the context in which they act remains a research priority^14^.

Various expression profiling studies, using both microarrays and RNA-seq^15–18^, have been used to explore the molecular changes occurring during ES cell development, typically at 24-hourly or more. This potentially has lead to incomplete gene expression relationships through the phenomenon of temporal aggregation bias whereby each time point is assumed to represent all the signaling changes occurring in that time window^19^. In contrast to single cell based approaches- which provide insight into the state of individual cells - examinations of whole cell populations provides system-wide behavior and a practical means to explore gene expression dynamics across time. The combination of these techniques has recently shed light on the molecular framework of cellular differentiation^20^. Higher temporal resolution has also shown rapid induction (within two hours of retinoic acid stimulation) of lncRNAs associated with the HOX locus^21^. Furthermore, high temporal resolution has provided valuable insights into transcriptional annotation and regulation in drosophila^22, 23^, Xenopus^24^ and C.elegans^25^.

Here we show that additional temporal resolution of the global transcriptome in spontaneously differentiating mESC cells following LIF withdrawal enables the capture of the rapid and complex dynamic regulatory and noncoding changes occurring during ES development. We analyzed the transcriptome of differentiating mouse ESCs at six-hourly intervals over a five-day period, over which time the three primordial germ layers are specified. Using this fine-resolution temporal sampling approach, we identify significant transitions in the transcriptome and large-scale shifts in observable transcription factor activities that could not be observed at 24 hourly sampling periods. Moreover, we identify entirely novel coding and noncoding transcripts that are expressed only within specific sub-24-hour window. By leveraging the high sampling frequency of the data, we are able to both accurately recapitulate known regulatory cascades in ES development and predict and refine others. Finally, using correlative approaches, we can infer functions for uncharacterized lncRNAs and predict the regulatory centers across the genome that coordinate early development.

## Results

### The dynamic transcriptome of mESC differentiation at high temporal resolution

A median 42-million, paired-end 100-bp reads (Supplementary Fig. S1A) were mapped from stranded, poly-A derived cDNA libraries derived from biological duplicate, six-hourly time courses of mESC differentiation over five days where key differentiation programs occur (0–120 hours, Fig. 1A). 

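The 42 libraries covered 21 time points, from 0 h to 120 h in steps of 6 h, with 1 library of replicate A and 1 of replicate B at each. The files analysed here hold 1 value per gene and library. The number of reads counted on these genes could be recovered from the values, because each one mapped to a whole number of reads to within 2.91e-08. The counted reads per library had a median of 29692082 and ranged from 10120972 (30 h, replicate B) to 51652434 (60 h, replicate B). The median was 30410439 for replicate A and 27858688 for replicate B. The 10 genes with the most reads took between 6.27% and 8.85% of the counted reads of a library. A level of 3 reads, about the upper 95% Poisson limit when no read is seen, corresponded to between 0.057 and 0.316 CPM depending on the library, so that a transcript below this level was not reliably detectable at this depth.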

Transcript-level expression data was generated as previously described^26^, then normalized for library size and transformed for data visualization and differential gene expression analysis. 

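Each value is a log2 CPM of a gene, made by the authors with voom from HTSeq counts on GENCODE genes after normalization for library size. The normalization factors that the values imply ranged from 0.8835 to 1.1281. Genes were retained by the authors when they passed 1 CPM in at least 2 samples, so that genes below this level are not in the files analysed here. Of the genes in the files, 14177 were found and 119 were not found by their identifier in the GENCODE annotation used here (vM21, genome build GRCm38), which gave 13176 protein coding, 225 antisense, 200 lincRNA and 140 processed transcript genes. The Pearson correlation across genes between replicates A and B of the same time point had a median of 0.9888 and ranged from 0.9585 to 0.9935. Genes are not independent replicates, and this correlation describes only how alike the pairs of libraries were. The SD between duplicates over all genes had a median of 0.298 on the log2 scale, from 0.226 to 0.523 among the time points. Judged against the counted reads, the differences between duplicates were wider than sampling of reads alone would give, with a median chi-square of 15.72 per degree of freedom. This value pools the genes of a time point, and genes with many reads weigh most in it. It therefore does not show whether the spread between duplicates or the depth set the error of a given gene, above all for genes with few reads. The spread between duplicates was not divided between the cultures and their libraries.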

Evaluation of 24 hourly time points indicated that our data was comparable to previously published data in a similar model^27^ (Supplementary Fig. S1B). An interactive gene expression portal was created to visualise this data (https://betsig.shinyapps.io/paper_plots).

**Figure 1:**
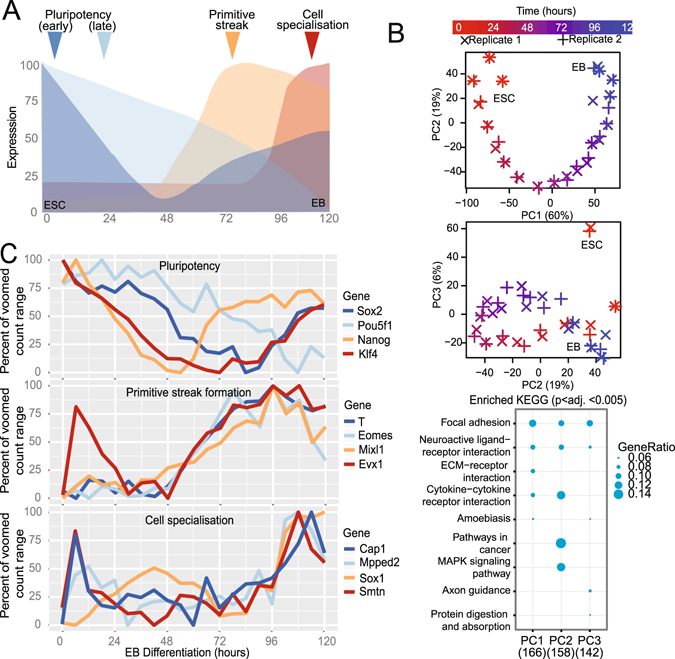
Global and gene-specific evaluation of augmented temporal resolution in mES differentiation. (**A**) Schematic of mouse embryonic stem cell (ESC) differentiation into embryoid bodies (EB) over the time course evaluated here. (**B**) Analysis of the top three principle components (PCs) based on the 2,000 most variable genes from biological duplicate-6 hourly transcriptomes and KEGG pathway enrichment for 500 genes contributing most to each of the top three PCs. (**C)** Expression profiles of genes associated with pluripotency, primitive streak formation and cell specialization.

To assess the reproducibility and provide confidence in the biological validity of the global transcriptome trends, a principle components analysis (PCA) was performed on the 2,000 most variable genes (Fig. 1B). 

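The distance between replicates A and B of the same time point over the 2,000 most variable genes was 36.25 ± 6.66 (Euclidean distance in log2 CPM, mean ± SD, n = 21 pairs). The distance between samples of different replicates taken 6 h apart was 45.82 ± 11.96 (mean ± SD, n = 40 pairs), which gives a ratio of 0.791. A permutation test that re-paired the time points of both replicates at random gave p = 1e-05, the smallest that 100000 permutations can give. Its random pairs could lie up to 120 h apart, so that it tests a shared order in time and not synchrony to within 6 h. For 17 of the 21 samples of replicate A and 18 of the 21 samples of replicate B, the nearest sample of the other replicate was the one of the same time point. The largest distances between duplicates were 55.0 at 96 h and 50.5 at 72 h. PC1 explained 60.21% of the variance, PC2 19.03% and PC3 6.05%, and the Spearman correlation of the mean PC1 score with time was 0.926 over the 21 time points, which are serially dependent. The choice of genes moved the share of PC1 most, to 52.37% with all genes. From the closeness of the duplicates and the order of the samples along the components, the paper concludes that synchrony was retained and that time was the main contributor to the variance.

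**Figure D1:**
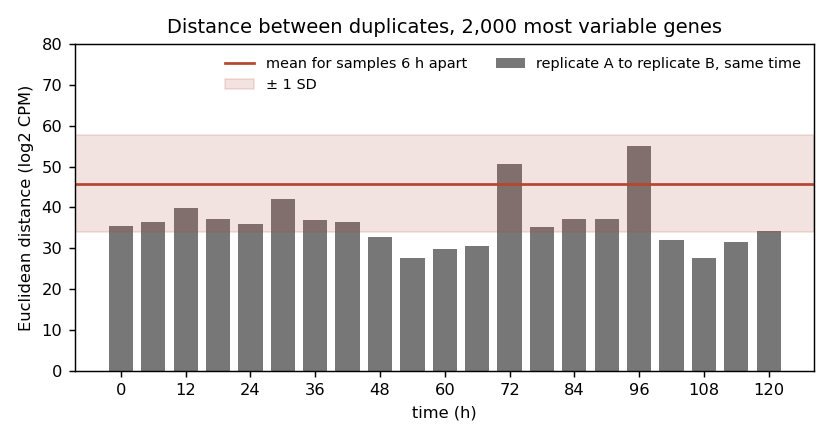
Euclidean distance (log2 CPM, 2,000 most variable genes) between replicate A and replicate B at each of the 21 time points (bars), with the mean of the 40 pairs of samples 6 h apart (line, 45.82) and ± 1 SD (band, 11.96). The bars at 96 h (55.0) and 72 h (50.5) are above the line and the other bars are below it.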

This analysis indicated that biological replicates clustered closely, indicating that synchrony was retained, and that the major contributor to the determination of variance was explained by time. 

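The mean PC1 score fell from -58.7 at 0 h to -93.4 at 12 h, was -16.4 at 48 h and reached its highest value, 71.5, at 108 h (n = 2 per time point). The SD between duplicates on PC1 was 3.248, so that each of these steps was larger than the replicate error. The 5 genes with the largest absolute loadings on PC1 all had a positive loading and were low in the first 24 h and high late in the course. Pcdh7 (ENSMUSG00000029108.8, protein coding, chromosome 5, 57717967 to 58133230) rose from -5.58 log2 CPM at 0 h to 4.74 at 108 h, with an SD between duplicates of 0.55. The others were Sp5, Frzb, the protein coding gene ENSMUSG00000054727.2 and Thsd7a, with peaks of 6.1, 4.51, 3.19 and 6.11 log2 CPM at 102 or 108 h. Pathway enrichment was not computed, since no KEGG table was among the files analysed here. Among the settings tried, the 500 most variable genes gave the highest share of PC1, 67.13%. On the time-dependent genes of this component, the paper bases its statement that focal adhesion and ECM interaction pathways changed along the course.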

Deconvolution of the dimensions yielded time-dependent expression (in the first dimension) of genes enriched in focal adhesion/ECM interactions KEGG pathways. 

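On PC2 the mean score was 35.0 at 0 h and 53.2 at 6 h, fell to -48.5 at 48 h and returned to 44.5 at 120 h (n = 2 per time point, SD between duplicates 1.8). The scores at 0 h and 120 h were thus on the same side of the axis, opposite to 48 h. The largest absolute loading belonged to Msln (ENSMUSG00000063011.6, protein coding, chromosome 17, 25748613 to 25754378), which was at 2.03 log2 CPM at 0 h, -5.04 at 48 h and 2.51 at 120 h, with an SD between duplicates of 0.76. Il10 (ENSMUSG00000016529.5, protein coding, chromosome 1, 131019845 to 131024974) had a negative loading and ran the other way, from -5.58 at 0 h to 2.22 at 48 h and -4.53 at 120 h. Psca, Tinagl1 and Cryab completed the 5 genes with the largest absolute loadings, and all 3 were lower at 48 h than at 0 h and 120 h. Scaling the genes to unit variance changed the share of PC2 from 19.03% to 19.45%, and the 500 most variable genes gave 18.29%. From this return of the scores, together with the enrichment of MAPK signaling and cancer pathways, the paper infers a partial reacquisition of mitogenic signaling.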

Interestingly, the second dimension deconvolution (PC2), in which undifferentiated ESCs resemble the more differentiated embryoblast, yielded genes enriched in MAPK-signaling and cancer pathways, implying that the process of differentiation involves a partial reacquisition of a mitogenic signaling. 

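PC3 separated the undifferentiated cells, with a mean score of 60.0 at 0 h against a range from -26.5 to 18.6 over the later time points (SD between duplicates 4.92). Among the 5 genes with the largest absolute loadings, Alox12b (ENSMUSG00000032807.5, protein coding, chromosome 11, 69156989 to 69169792) was highest at 0 h, at 1.77 log2 CPM, and lowest at 12 h, at -4.19, with an SD between duplicates of 0.74. Anxa1 (ENSMUSG00000024659.8, protein coding, chromosome 19, 20373428 to 20390944) had the largest absolute loading, with a negative sign, and rose from -1.12 at 0 h to 5.04 at 114 h. Ccn4, Grin1 and Synpo2l were the other genes of this group. The share of PC3 depended on the genes used and fell from 6.05% to 3.88% with the 500 most variable genes. The paper reports the axon-guidance pathway for this component, in which the undifferentiated cells stand apart.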

In the third component (PC3), in which the undifferentiated ES cell is separate, the axon-guidance pathway was enriched. 

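The 12 genes of Fig. 1C were all in the files analysed here (n = 2 per time point, mean ± SD of the duplicates in log2 CPM, GRCm38 coordinates). Nanog (ENSMUSG00000012396.6, protein coding, chromosome 6, 122707489 to 122714633) was at 8.89 ± 0.13 at 0 h, rose to 9.45 ± 0.01 at 6 h, fell to 7.0 ± 0.07 at 48 h and was at 8.43 ± 0.04 at 120 h. Sox2 (ENSMUSG00000074637.4, protein coding, chromosome 3, 34650405 to 34652461) fell from 9.38 ± 0.06 at 0 h to 7.33 ± 0.21 at 84 h and returned to 8.45 ± 0.06 at 120 h. Klf4 (ENSMUSG00000003032.8, protein coding, chromosome 4, 55527143 to 55532466) fell from 8.43 ± 0.04 at 0 h to 3.18 ± 0.05 at 48 h and was at 5.94 ± 0.06 at 120 h. Among the genes of the primitive streak, T (ENSMUSG00000062327.4, protein coding, chromosome 17, 8434423 to 8442496) was at -1.45 ± 0.69 at 48 h, 3.61 ± 0.17 at 72 h and 6.76 ± 1.51 at 96 h. Mixl1 (ENSMUSG00000026497.7, protein coding, chromosome 1, 180693043 to 180697034) was at 0.56 ± 0.01 at 48 h and 4.13 ± 2.17 at 96 h. Eomes (ENSMUSG00000032446.8, protein coding, chromosome 9, 118478212 to 118486132) rose from 3.92 ± 0.05 at 48 h to 6.35 ± 1.57 at 96 h. At 96 h the duplicates of these 3 genes were far apart, with T at 5.69 in replicate A and 7.83 in replicate B, so that the height of their peaks rests on a single culture. Of the genes of cell specialization, Sox1 (ENSMUSG00000096014.1, protein coding, chromosome 8, 12395295 to 12400126) rose from 1.77 ± 0.1 at 0 h to 5.56 ± 0.08 at 120 h and Smtn (ENSMUSG00000020439.11, protein coding, chromosome 11, 3517523 to 3540612) from 5.66 ± 0.07 at 0 h to 6.91 ± 0.08 at 6 h and 7.19 ± 0.02 at 108 h. Cap1 (ENSMUSG00000028656.8, protein coding, chromosome 4, 122859047 to 122886056) and Mpped2 (ENSMUSG00000016386.9, protein coding, chromosome 2, 106693269 to 106868356) moved less, from 7.6 ± 0.01 to 8.11 ± 0.03 and from 2.35 ± 0.16 to 2.72 ± 0.32 between 0 h and 120 h.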

We then evaluated expression patterns of genes associated with pluripotency, primitive streak formation and cell specialization (Fig. 1C). 

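For each gene, the mean of the duplicates was smoothed by loess over 5 time points, which span 24 h, and the root mean square of the residuals was ranked over all genes. The deviation had a median of 0.139 on the log2 scale, and 714 genes, 5% of all genes, were above 0.403. Of the 12 genes of Fig. 1C, 1 was among them. Evx1 had a deviation of 0.834 and ranked in the top 0.1%, with a standard error of the duplicate mean of 0.672. Mixl1, at 0.361, ranked at 7.4% from the top, and T, at 0.335, at 9.4%. The lowest rank belonged to Sox2, whose deviation of 0.084 was at 84.1% from the top, beside a standard error of 0.069. An exact binomial test of 1 gene among 12 against a chance of 5% gave p = 0.46. Genes with a low expression deviated more, and 504 of the 714 genes had a mean below 0 log2 CPM. Across genes, which are not independent replicates, the deviation rose with the standard error of the duplicates (Spearman rho 0.721). Restricting the ranking to genes with a mean of at least 0 log2 CPM gave 2 Fig. 1C genes in the top 5% in place of 1. Neither was Evx1, whose mean of -0.31 log2 CPM is below this filter. Leaving out replicate A also gave 2, and these were the alternatives with the largest effect. The paper reasons that changes of this size on timeframes under 24 h could not be attributed to stochastic expression.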

We observed that, although the gene expression patterns were broadly consistent with published studies (Supplementary Fig. S1B), there were changes in expression on less than 24 hourly timeframes that could not be attributed to stochastic expression changes (within the top 5% of deviation of all genes from expression values loess-smoothed over 24 hours). Similarly, we observed that no single 24-hourly measure was representative of the average expression over that day (Mann-Whitney U p. adj. <<<0.0001) and that more than 1,000 genes displayed a more than 2-fold difference mostly in the first 24 hours of differentiation (Supplementary Fig. 1C,D). 

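For each of the 5 days, the measure that opens the day was compared with the mean of the 4 measures of that day on the log2 scale (n = 2 per time point). A total of 2680 genes differed by more than 2-fold on at least 1 day. By day, these were 2166 genes at 0 h, 339 at 24 h, 319 at 48 h, 180 at 72 h and 351 at 96 h, so that most were on the first day. On the first day, 1605 of them were higher and 561 lower at 0 h than the mean of the day, and 1744 passed 2-fold the same way in both replicates. The median absolute difference over all genes was 0.379 on the log2 scale at 0 h and between 0.131 and 0.188 at the openings of the other days. A Mann-Whitney U test across genes, between the opening measure and the mean of the day, gave adjusted p = 0.0041 at 0 h, 0.89 at 24 h, 0.61 at 48 h, 0.66 at 72 h and 0.89 at 96 h. Paired by gene, the Wilcoxon signed-rank test gave adjusted p = 9.6e-56 at 0 h, 0.16 at 24 h, 4.4e-44 at 48 h, 1.2e-20 at 72 h and 0.00022 at 96 h. Genes are not independent replicates, so that these p-values describe the distributions of the genes and not the replicate error. Taking the measure that closes each day in place of the opening one lowered the count most, from 2680 to 1242 genes. By day, these were 505, 480, 246, 241 and 140 genes, so that the first day no longer held most of them. From the differences between the 24-hourly measures and the averages, the paper reasons that 24-hourly profiles miss the expression changes in between.

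**Figure D2:**
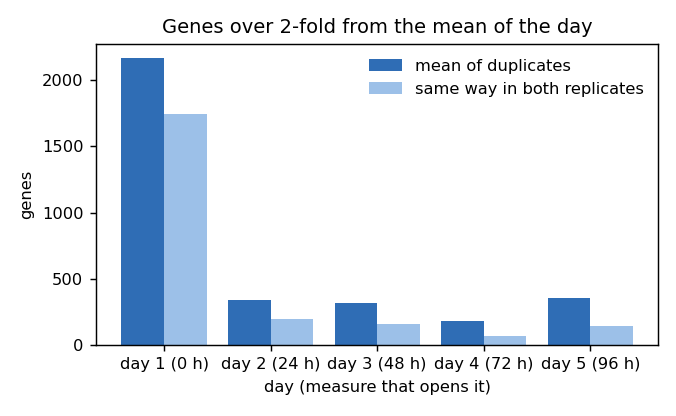
Number of genes whose opening measure differs by more than 2-fold from the mean of the day, for the mean of the duplicates (dark bars) and for genes that pass the same way in both replicates (light bars), by day. Day 1 holds 2166 and 1744 genes, and the other days hold at most 351 and 196.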

Therefore we conclude that 24-houly expression profiles are unable to capture the intervening expression changes and that 6-hourly measurements reduce the phenomenon of temporal aggregation bias^19^, providing enhanced resolution of transcriptional changes in this system.

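With the rule of more than 1 CPM in at least 2 samples, all genes of the files were detected over the 42 samples, since the authors had applied this rule to them. Over the 12 samples taken 24 h apart, 14211 genes were detected, so that the 6-hourly samples added 85. Protein coding genes rose from 13110 to 13176, by 66 or 0.5%. Noncoding genes (antisense, lincRNA and processed transcript) rose from 557 to 565, by 8 or 1.44%. Fisher's exact test on the added genes gave an odds ratio of 2.85 for noncoding over protein coding genes, with p = 0.011. Noncoding genes made up 3.95% of the genes in the files. The added genes were expressed at a low level, with a median of 1.09 log2 CPM in their highest sample. When the threshold was raised to a log2 CPM above 1, the 6-hourly samples added 386 genes, with an increase of 11.9% for noncoding and 2.18% for protein coding genes.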

To evaluate characteristics of sub-24 hour gene expression patterns in in the transcriptome of developing ESCs, we observed that, compared to 24 hour time points, 417 more genes had counts data considered sufficient for differential gene expression analysis (>1 CPM in at least two samples); this was associated with a relative increase in detected noncoding genes (13% (588 vs. 520); defined as antisense, lincRNA and processed transcript biotypes) over protein coding, (2% (13336 vs. 13036) despite being underrepresented in the total pool (chi-squared p value < 0.001, Supplementary Table S1 and Supplementary Fig. S1E)). The additional time points allowed the assembly of 58% more novel multiexonic intergenic, antisense and intronic noncoding RNAs from the data - indicating that a substantial proportion of noncoding transcripts are present on timescales much shorter than 24 hours. These results indicate that enhanced temporal resolution reduces the phenomenon of temporal aggregation bias and allows the observation of more distinct cell expression states than typical time-courses.

### An improved signaling cascade described by higher temporal resolution

Increased sampling frequency can provide a powerful insight into understanding of the contribution of gene regulatory networks to cellular differentiation^22^. We utilized the DREM v2 analysis tool^28^ to evaluate transcription factor (TF) target gene expression patterns. Divergence of gene targets responsive to groups of TF at each time point, either 24-hourly or 6-hourly (Fig. 2A,B) was shown if the overall difference was significant at p < 0.001. Compared to 24-hourly, the observed complexity was significantly higher, especially in the first 48 hours. 

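Between consecutive 6-hourly time points, limma found 3762 genes changed from 0 to 6 h (adjusted p < 0.0001, n = 2 per time point), 1692 of them higher and 2070 lower at 6 h. The next steps changed 622 genes (6 to 12 h), 60 genes (12 to 18 h), 11 genes (18 to 24 h) and 7 genes (24 to 30 h). Between 30 h and 96 h no step changed more than 9 genes, and 6 steps changed none. The changes resumed with 45 genes from 96 to 102 h, 292 from 102 to 108 h and 246 from 108 to 114 h, before 6 from 114 to 120 h. The median over the 20 steps was 5 genes. Between time points 24 h apart, the fit gave 3247 changed genes from 0 to 24 h, 1282 from 24 to 48 h, 1341 from 48 to 72 h, 484 from 72 to 96 h and 277 from 96 to 120 h. The steps between 30 h and 96 h were thus mostly too small to pass the threshold in this fit with duplicates. A change below it was not detected here, and the counts depend on the correction of the p-values.
Of the genes with the largest changes from 0 to 6 h in the same direction in both replicates, Tril (ENSMUSG00000043496.5, protein coding, chromosome 6, 53815468 to 53820830) rose by 7.418 on the log2 scale (SE 0.531, adjusted p = 7.85e-12) and Gsx1 (ENSMUSG00000053129.5, protein coding, chromosome 5, 147188696 to 147190947) by 7.377 (SE 0.835, adjusted p = 2.9e-08). Krt13, Krtdap and Ptgs2 rose by 7.261, 7.089 and 6.987. Cacng5 (ENSMUSG00000040373.6, protein coding, chromosome 11, 107874605 to 107915055) fell by 6.17 (SE 0.401, adjusted p = 1.19e-12) and Asic2 (ENSMUSG00000020704.7, protein coding, chromosome 11, 80880169 to 81968457) fell by 5.809 (SE 0.845, adjusted p = 1.63e-06). The changes of ENSMUSG00000051297.7, Trim40 and Ccdc170 were -5.228, -5.126 and -5.043.
The letters A and B pair the libraries into 2 courses by the labels and the paper's design. In a paired fit with a replicate block, 4291 genes changed from 0 to 6 h, and the median over the steps was 4 genes. As a check of this pairing, the residuals of samples with the same letter had a mean correlation of 0.119 over 210 pairs of time points, and 72.9% of these correlations were positive. Correcting the p-values over all contrasts together raised the median over the steps from 5 to 41 genes. The paper takes the changes inside the 24-hour windows as evidence that gene regulation changed continuously.

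**Figure D3:**
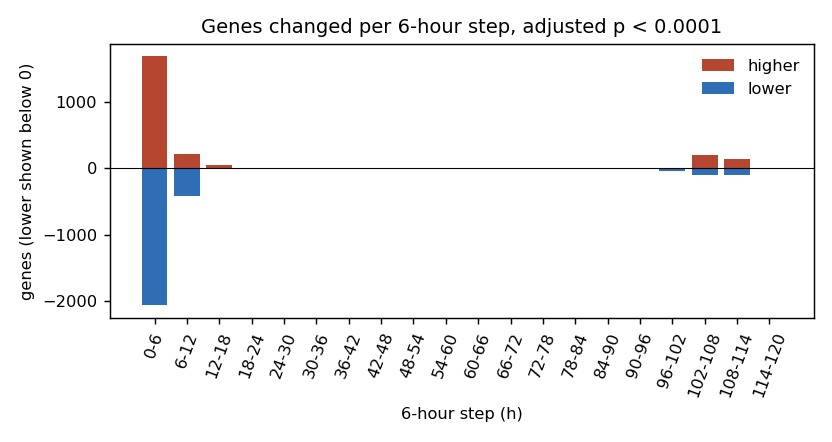
Number of genes higher (above 0) and lower (below 0) at the end of each 6-hour step, adjusted p < 0.0001 in limma. The step from 0 to 6 h (1692 higher, 2070 lower) is the largest, and the steps from 102 to 108 h and 108 to 114 h (292 and 246 genes) stand apart late in the course.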

We observed that significant changes in gene regulation occurred continuously within the 24-hour windows. Most notably, first 24 hours following depart from pluripotency resembles an ordered cascade of TF activity (Figs 2A and S2A) with large-scale changes in TF activity at 12, 18 and 24 hours; of which little can be deduced measuring at just 24 hours (Figs 2B and S2B). Focusing on the interplay between two key transcription factors (Otx2 and Pou5f1/Oct4^29^, Fig. 2A), we observed a rapid rise in Otx2 activity in the first six hours and stable Pou5f1activity for the first 24 hours (Red Box). Otx2 activity did not coincide with mRNA expression of the factor itself (Fig. 2A vs. C), although previous studies have observed increased in Otx2 protein expression within 3-hours of differentiation^29^, however periodic drops in *Pou5f1* mRNA expression appeared to coincide with decreases in POU5F1 target genes, we calculated the time taken for *Pou5f1* expression to result in changes in highly positively correlated (r > 0.8) target genes using a cross-correlation approach similar to ref. 30. 

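The expression of Pou5f1 (ENSMUSG00000024406.10, protein coding, chromosome 17, 35506018 to 35510772) was 9.98 ± 0.14 log2 CPM at 0 h, 10.5 ± 0.03 at 12 h and 10.22 ± 0.04 at 24 h (mean ± SD, n = 2, GRCm38). Its change from 0 to 24 h was 0.243 on the log2 scale (SE 0.176, adjusted p = 0.247), and the change from 0 to 12 h was 0.519 (adjusted p = 0.0137). The fall came later, with -0.774 from 0 to 96 h (adjusted p = 0.000565) and -1.363 from 0 to 120 h (SE 0.176, adjusted p = 2.55e-07). Among the 6-hour steps, the largest drops in Pou5f1 were from 66 to 72 h (-0.483, adjusted p = 0.105) and from 96 to 102 h (-0.592, adjusted p = 0.0351), neither of which passed 0.0001. At 96 h the duplicates differed, with 8.73 in replicate A and 9.68 in replicate B.
Otx2 (ENSMUSG00000021848.9, protein coding, chromosome 14, 48657677 to 48673819) was at 4.84 ± 0.02 log2 CPM at 0 h, 4.46 ± 0.1 at 6 h, 4.98 ± 0.08 at 12 h, 5.88 ± 0.09 at 18 h and 6.43 ± 0.0 at 24 h. The change in Otx2 from 0 to 6 h was -0.381 (SE 0.172, adjusted p = 0.0598), with -0.292 in replicate A and -0.469 in replicate B. Its rise from 0 to 18 h was 1.038 (SE 0.172, adjusted p = 1.38e-05) and from 0 to 24 h 1.582 (adjusted p = 1.94e-08). In the fit with voom precision weights, the change of Otx2 from 0 to 6 h was -0.373 (adjusted p = 0.12). Leaving out 1 sample in turn moved the change of Pou5f1 from 0 to 24 h between 0.142 and 0.344. A replicate block cannot move these changes in a balanced design, and the paired fit gave adjusted p = 0.193 for the 0.243 of Pou5f1 and 0.0526 for the -0.381 of Otx2, where the pairing check gave a mean correlation of 0.119 for libraries of the same letter. The paper contrasts the activity of the Otx2 targets with the mRNA of Otx2 itself, and relates the drops of Pou5f1 mRNA to the decrease of its target genes.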

We then evaluated how these “delays” enriched for certain Reactome pathways (Fig. 2D). 

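The lists of Pou5f1 target genes and the Reactome pathways are not in the files analysed here, so that the delays were computed for all genes in place of the targets. For each gene, the Pearson correlation with Pou5f1 over the mean of the duplicates was taken at delays from 0 to 36 h in steps of 6 h, and the delay with the highest correlation was kept. A total of 2099 genes passed r > 0.8. Of these, 789 genes (37.6%) had no delay, 311 a delay of 6 h, 139 of 12 h, 272 of 18 h, 216 of 24 h, 188 of 30 h and 184 of 36 h. With 500 randomly drawn genes in the place of Pou5f1, the number of genes without a delay had a median of 201 and a 95% quantile of 1074. The same count was 853 in replicate A alone and 623 in replicate B alone. Correlating the changes between consecutive time points in place of the levels left 33 genes without a delay, the largest effect of any setting. These correlations were across serially dependent time points and many genes, and carry no p-value here. The paper compares the delays of the targets with random selections and concludes that targets of gene expression pathways respond rapidly and those of cell cycle pathways with a delay.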

We found rapid effects for targets enriched for “gene expression”- and a delayed effect on “cell cycle” pathways compared to a null distribution produced by 500 random “target” selections (grey). These were similarly observed in the DREM GO-term enrichment tool for Pou5F1 targets decreasing in expression at 42 (early- Transcription Factor Activity) and 54 hours (late- Epithelial Proliferation; Fig. 2A, Blue Box & Supplementary Fig. S2C) and associated with the decrease in *Pou5F1* expression (Fig. 2C, Blue Box). Importantly, Pou5F1 mRNA and protein expression are temporally correlated^29^. This result implies that TF-target genes may be activated in an ordered- time dependent fashion. To explore this more broadly, we evaluated other TF-target gene temporal dynamics for other TFs that exhibited strong positive or negative correlations between the TF and their target genes. We found evidence of highly structured TF-target expression patterns in time for negatively correlated Pou5f1 and Suz12 targets, as well as positively correlated Nanog, Myc, Sox2 and Suz12 targets (Supplementary Fig. S3).

**Figure 2:**
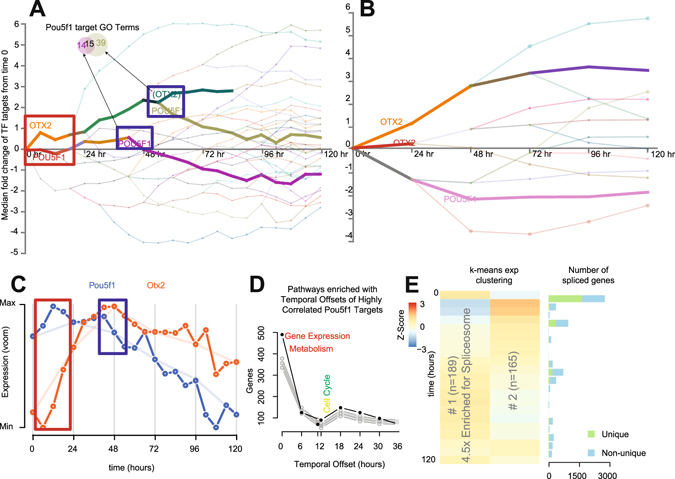
Insights into regulatory and gene expression kinetics. (**A** and **B**) Observable regulatory network dynamics at 24- and 6-hourly measures with Otx2 and Pou5f1 target containing profiles annotated and in bold, See Supplementary Fig. S2 for full figure. Transcriptomes at 24- (top) and 6-hourly (bottom) were subjected to DREM analysis of mouse TF/target gene interactions. Lines represent the median fold change (relative to time 0) of grouped TF target genes- representing activity of the TF itself, line colors are assigned by branch and are not comparable between panels. A p-value cutoff of 0.001 was applied to calculating divergent TF activity (splits). (**C**) Expression of the key transcription factors *Pou5F1* (*Oct4*) and *Otx2*. Red and blue boxes correspond to the time points highlighted in part A. (**D)** Distribution of the number of genes and the time delay required to meet a maximum correlation (>0.8) between gene targets of Pou5f1 and *Pou5f1* itself compared to 95% quantiles of 500 random gene selections. (**E)** Two k-means clusters of short-lived RNA (slRNA) genes displaying differential expression without changes at 24-hourly time points (adj. p < 0.0001).

These observations of precise temporal ordering of transcriptional events emphasize the importance of factoring time delays into understanding gene regulatory networks^31^. This highlights the capacity of increased temporal resolution to directly identify regulator-target gene interactions instead of relying on inference; which is common in cross-correlation approaches.

### Increased temporal resolution identifies genes with previously uncharacterized expression patterns (Short-lived (slRNA) & Cycling (cycRNA))

Having established that the increased temporal resolution markedly improves the molecular framework for evaluating the contribution of gene expression to ES differentiation, we next sought to identify gene expression signatures previously unable to be resolved using lower temporal resolution. For each 24-hour period, we identified genes that were differentially expressed between 0 and 6, 12 and 18 hours but not between any 24-hourly measures (Supplementary Fig. S2D). 

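In the fit across all 42 samples, 906 genes passed adjusted p < 0.0001 in limma in at least 1 of the contrasts of 6, 12 or 18 h against the start of a day, and in none of the 15 contrasts between 24-hourly time points. By day, 787 of these candidates had such a contrast in the first day, 173 in the last day and 2 in each of the other days. Unchanged means here that no contrast passed the threshold, and 230 of the 906 genes still moved by more than 1 on the log2 scale between some pair of 24-hourly time points. The paired fit with a replicate block gave 918 candidates, of which 708 were shared by both fits, with the pairing check at a mean correlation of 0.119. The definition of an unchanged gene had the largest effects. When only consecutive 24-hourly contrasts had to be unchanged, 2230 genes passed, and when an unchanged gene needed an adjusted p of at least 0.05, 30 genes were left.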

We identified 1,135 genes with significant changes in gene expression that were unchanged between any 24-hourly comparison (adjusted p < 0.0001). 

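Genes that passed in at least 2 of the 3 contrasts of a day numbered 274. Of these slRNAs, 264 (96.4%) met the rule in the first day and 12 (4.4%) in the last day, with 2 genes in both, and none in the 3 days between. They comprised 255 protein coding genes and 14 noncoding genes. The median of their largest change between 24-hourly time points was 0.752 on the log2 scale, and 84 of the 274 moved by more than 1. In the paired fit with a replicate block, 282 genes were slRNAs, and 202 were shared with the fit without the block, while the pairing letters, taken from the labels, gave a mean correlation of 0.119 in the check. Across the 42 fits that each left out 1 sample, the number ranged from 126 to 456. The rule for an unchanged gene moved the count most, to 752 genes with consecutive 24-hourly contrasts alone and to 2 genes with an adjusted p of at least 0.05.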

Of these, 354 were differentially expressed for more than half of the corresponding 24-hour window, mostly in the first and last 24-hour periods. These genes were described as short-lived RNAs (slRNAs). slRNA expression patterns over the first 24 hours of differentiation were found to be positively correlated with the same time window of retinoic acid directed differentiation^21^ (Supplementary Fig. S2E) implying that these genes may form part of the early response to differentiation signals. 

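K-means with 2 clusters on the z-scores of the 274 slRNAs gave 152 genes that fell and 122 genes that rose after 0 h. The mean z-score of the falling cluster was 1.154 ± 0.75 at 0 h, -1.846 ± 0.943 at 6 h, -0.347 ± 0.472 at 24 h and 0.725 ± 0.448 at 78 h (mean ± SD over 152 genes). The z-scores of its replicates at 6 h were -1.8 and -1.754. On the log2 scale, the median change of the falling genes from 0 h was -1.53 at 6 h, -0.7 at 24 h, -0.44 at 48 h and -0.32 at 120 h. The rising genes changed by 0.93 at 6 h, 0.58 at 24 h, 0.41 at 48 h and 0.28 at 120 h.
Among the falling slRNAs, Asic2 (ENSMUSG00000020704.7, protein coding, chromosome 11, 80880169 to 81968457) fell by 7.304 from 0 to 12 h (SE 0.845, adjusted p = 4.33e-08) and Cacng5 (ENSMUSG00000040373.6, protein coding, chromosome 11, 107874605 to 107915055) fell by 6.17 from 0 to 6 h (SE 0.401, adjusted p = 1.19e-12). The changes of ENSMUSG00000051297.7 and Ccdc170 from 0 to 6 h were -5.228 and -5.043, and that of Tnxb from 0 to 12 h was -5.172. In the rising cluster, Krt13 (ENSMUSG00000044041.4, protein coding, chromosome 11, 100117327 to 100121566) rose by 7.261 from 0 to 6 h (SE 0.968, adjusted p = 4.31e-07), Fosl1 (ENSMUSG00000024912.5, protein coding, chromosome 19, 5447547 to 5455946) by 5.107 (SE 0.463, adjusted p = 5.94e-10) and Mt1 (ENSMUSG00000031765.7, protein coding, chromosome 8, 94179082 to 94180327) by 3.769 (SE 0.267, adjusted p = 6.37e-12). Krtdap and Dmkn rose by 7.089 and 5.593.
No KEGG table was among the files analysed here, and 91 genes with spliceosome symbols (Snrp, Sf3a, Sf3b, Srsf, Prpf, Lsm, Hnrnp, U2af and others) stood in for the pathway, a list that misses spliceosome genes with other symbols. Of these genes, 1 was an slRNA, U2af1l4 (ENSMUSG00000078765.4), in the rising cluster, with a change of 0.75 at 6 h and an SD between duplicates of 0.16. The share was 0.36% of the slRNAs against 0.64% of the other genes (odds ratio 0.57, Fisher's exact p = 1), and none of the 152 falling genes was among them. The median change of the 91 genes from 0 h was 0.384 at 6 h, 0.46 at 12 h, 0.445 at 24 h and -0.015 at 120 h, and 21 of them were lower at 6 h than at 0 h. With the slRNAs of the fit with a replicate block (paired, pairing check 0.119), the odds ratio moved from 0.57 to 1.12, with Fisher's exact p = 0.7. From the clusters and the pathway enrichment, the paper concludes that genes of the spliceosome decreased over the first 24 h and then returned slowly.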

K-means clustering and KEGG pathway analysis of the expression profiles of these genes (Fig. 2E) revealed enrichment in genes associated with the spliceosome (adjusted p < 0.05) dramatically decreasing in expression over the first 24 hours before returning slowly to baseline. To examine whether this impacted gene-splicing patterns, we employed a differential exon (DEX) analysis between consecutive six-hourly time points and counted the number of genes displaying DEX usage (adjusted p value < 0.01 Fig. 2E). Consistent with previous studies, the alternate splicing was most highly associated with cell differentiation^32^ (Fig. 2E). Increased temporal resolution has elucidated that these changes happen very rapidly (majority of changes in the first six hours), and that slRNAs may be involved in suppressing the alternate splicing of genes and limiting transcriptional plasticity.

Some slRNAs appeared to have periodic expression profiles. We thus sought to uncover periodic expression patterns genome-wide, by applying a fast-Fourier transformation to our data (see Methods). Periodogram analysis was utilized to ascertain the dominant cycling period for each gene. 

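Each replicate course was interpolated linearly to 120 points, and the frequency with the most power was taken from its periodogram. In 80 genes this frequency was the same in both replicates with a period under 36 h. The period was 24.2 h for 45 genes, 30.3 h for 19, 20.2 h for 14 and 17.3 h for 2. Of the 80 genes, 67 were protein coding and 6 noncoding. In most genes the slowest frequency dominated, with a period of 121.0 h in both replicates for 11299 genes. A period under 36 h was found for 335 genes in replicate A and 933 genes in replicate B. At the shared frequency, the power of the 80 genes had a median share of 24.0%, taking the lower of both replicates, and the median Pearson correlation between their replicate courses was 0.73. The largest shares belonged to Fnbp4 (ENSMUSG00000008200.8, protein coding, chromosome 2, 90745370 to 90781021), with 46.2% in replicate A and 51.1% in replicate B, followed by Luc7l2, A730011C13Rik, Clk1 and Gm20465, all with a period of 24.2 h. Their ranges over the course were 0.85, 0.88, 1.95, 1.35 and 5.27 on the log2 scale, beside SDs between duplicates of 0.09, 0.14, 0.3, 0.12 and 0.81. Removing a linear trend from each course before the transform raised the count from 80 to 312 genes, the largest effect among the settings.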

We found 137 genes, which we termed cycling RNAs (cycRNAs), sharing the same dominant cycling period of less than 36 hours in both biological replicate experiments (Supplementary Table S2). 

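Clock (ENSMUSG00000029238.8, protein coding, chromosome 5, 76209868 to 76304792) had a dominant period of 121.0 h in replicate A and 24.2 h in replicate B. In replicate A, the period of 121.0 h held 28.2% of the power and the period of 24.2 h 19.5%. In replicate B, these shares were 16.9% and 24.5%, and in the mean of the duplicates 21.8% and 24.9%. The replicate courses had a Pearson correlation of 0.77. Expression was 4.1 ± 0.21 log2 CPM at 0 h, 4.89 ± 0.27 at 6 h, 4.26 ± 0.0 at 24 h and 3.8 ± 0.48 at 42 h (mean ± SD, n = 2). The range of the mean over the course was 1.14 on the log2 scale, beside an SD between duplicates of 0.28. Without interpolation, the 21 measured time points gave Clock a period of 25.2 h in both replicates. The paper takes the period of Clock, a regulator of the circadian rhythm, as evidence that the approach finds cycling genes.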

Supporting the efficacy of the approach, we found *Clock*, which encodes a key regulator of circadian rhythm in mammals, to have a period of 24.2 hours. We identified 20 genes that displayed characteristics of both slRNAs and cycRNAs (Supplementary Fig. S2F), including *Ewsr1* and *Clk1*, involved in gene splicing^33, 34^ as well as five uncharacterized lncRNAs. 

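With the definitions used here, none of the 274 slRNAs was among the 80 cycling genes, and 14 of the 906 candidates with a change inside a 24-hour window were. Clk1 (ENSMUSG00000026034.11, protein coding, chromosome 1, 58410189 to 58424066) had a period of 24.2 h in both replicates, with 36.1% and 34.4% of the power. It fell by 0.671 from 0 to 6 h (SE 0.119, adjusted p = 2.54e-05) and by 1.036 from 0 to 12 h (adjusted p = 3.63e-08). Clk1 was not an slRNA, because it also differed between 24-hourly time points, with -0.633 from 0 to 48 h (SE 0.119, adjusted p = 4.64e-05). Ewsr1 (ENSMUSG00000009079.10, protein coding, chromosome 11, 5069689 to 5099266) rose by 0.772 from 0 to 6 h (SE 0.099, adjusted p = 2.2e-07) and was back at 0.077 at 12 h (adjusted p = 0.519), which made it a candidate but not an slRNA. Its dominant period was 121.0 h in replicate A and 24.2 h in replicate B, with 37.5% and 39.7% of the power. The overlap depended on the transform, with 7 slRNAs among 312 cycling genes after removal of a linear trend and 5 among 169 without interpolation. The paper proposes from such genes that slRNAs with a periodic expression may play a part in biological rhythms.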

Given the highly specific expression patterns in this context, we propose these genes may similarly have roles in maintaining or establishing biological rhythms. Together these investigations show that the augmented temporal resolution approach provides access to gain insights from regulatory pathways by identifying transitions in expression that would otherwise have remained hidden.

### Increased temporal resolution gives insight into local gene regulation in the genome

Evaluating gene transcription at high temporal resolution in a highly dynamic process such as ES development, we anticipated that it might be feasible to dissect structural gene regulation within a given locus. To explore this possibility, we examined expression arising from transcripts that are oriented head-to-head as so-called bidirectional pairs^35, 36^. Interestingly, we observed that the antisense transcript for *Evx1* (Fig. 1C) displayed a previously unobserved^15^ increase in expression in the first 24 hours after departure from pluripotency that was reflected in its paired protein coding gene *Evx1* (Supplementary Fig. S4A), highlighting the increased power of frequent sampling over time. 

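Evx1 (ENSMUSG00000005503.8, protein coding, chromosome 6, 52313498 to 52318378) and its antisense transcript Evx1os (ENSMUSG00000086126.1, antisense, chromosome 6, 52308389 to 52314832) are oriented head to head, with their transcriptional start sites 1334 bp apart (GRCm38). Evx1 was at -4.17 ± 1.96 log2 CPM at 0 h, 1.85 ± 0.11 at 6 h, 0.32 ± 0.04 at 12 h and -2.47 ± 1.26 at 24 h (mean ± SD, n = 2). Evx1os was at -5.58 ± 0.02 at 0 h, the value for no reads in both libraries, -0.35 ± 0.01 at 6 h, -3.01 ± 0.14 at 12 h and -3.8 ± 0.63 at 24 h. In limma, Evx1 rose by 6.02 from 0 to 6 h (SE 0.869, adjusted p = 1.48e-06), with 7.485 in replicate A and 4.555 in replicate B. For Evx1os the rise was 5.225 (SE 0.865, adjusted p = 1.04e-05), with 5.204 and 5.247. From 0 to 24 h the changes of Evx1 and Evx1os, 1.704 and 1.777, had adjusted p = 0.0978 and 0.0829. The size of the rises depends on the offset that voom adds to low counts, because both genes had few or no reads at 0 h. In the paired fit with a replicate block, which cannot move the size of the rises in a balanced design, 6.02 and 5.225 had adjusted p = 1.09e-07 and 1.09e-05 (pairing check 0.119).
Over the 21 time points, Evx1 and Evx1os had a Pearson r of 0.978 and a Spearman rho of 0.968, each with a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted over the 14 pairs of genes tested, 2e-05 and 2.8e-05). Without 30 h and 48 h, the time points farthest from the median of Evx1, r was 0.98. Replicate A alone gave r = 0.945 and replicate B alone 0.966. The time points are serially dependent, and the Pearson correlation of the changes between consecutive time points was 0.908. The voom precision weights weakened the evidence most, with a rise of 6.027 for Evx1 (adjusted p = 0.0013) and 5.224 for Evx1os (adjusted p = 0.00112). The paper attributes the detection of this early increase, shared by Evx1 and its antisense transcript, to the frequent sampling.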

In total, we identified 1,251 gene pairs with bidirectional transcriptional start sites (TSS) within 2,000 bp and evaluated correlation coefficients across the time course, distance between TSS and median expression values. 

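In the annotation used here, 1273 pairs of genes in the files lay head to head on opposite strands with start sites within 2000 bp. Both genes were protein coding in 1008 pairs, 210 pairs were protein coding and noncoding, and 55 were of other biotypes. The median distance between the start sites was 208 bp, and in 513 pairs the genes overlapped at their heads. A limit of 1,000 bp gave 1151 pairs, and requiring a mean of at least 0 log2 CPM for both genes moved the count most, to 1123.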

Consistent with other studies, we found expression correlation more positive for bidirectional gene pairs than random transcript pairs^35^ (Supplementary Fig. S4B). 

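The Spearman correlation over the 21 time points had a median of 0.281 over the 1273 bidirectional pairs, with quartiles of -0.11 and 0.603. Random pairs of genes had a median of 0.0, with quartiles of -0.394 and 0.394. A permutation test with 100000 draws of as many random pairs gave p = 1e-05, the smallest these draws can give. The correlation was positive in 68.7% of the bidirectional pairs and in 50.0% of the random pairs. In each replicate alone the median stayed positive, at 0.23 in replicate A and 0.245 in replicate B. The pairs are compared across genes, which are not independent replicates, and the time points are serially dependent. Correlating the changes between consecutive time points lowered the median most, to 0.171. The paper concludes from this comparison that bidirectional pairs are more positively correlated than random transcript pairs.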

We were also able to show that the distance between TSS of highly correlated bidirectional gene promoters is typically less than 500 bp (Fig. 3A), consistent with a common regulatory domain. 

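Of the 1273 pairs, 118 had a Spearman correlation above 0.8, and in 82 of these (69.5%) the start sites lay within 500 bp. Among the other 1155 pairs, 870 (75.3%) lay within 500 bp. The odds ratio was 0.75, with Fisher's exact p = 0.18, so that the share within 500 bp did not differ detectably between highly correlated and other pairs. The median distance was 250 bp for the highly correlated pairs and 204 bp for the rest. In replicate B alone the share of the highly correlated pairs was 63.6% (Fisher's exact p = 0.029), and for the changes between consecutive time points it was 75% (Fisher's exact p = 1). The paper describes the distances under 500 bp of the highly correlated pairs as compatible with a common regulatory domain.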

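The 6 example pairs of Fig. 3B were all head to head within 2000 bp in the annotation used here. Ptcd3 (ENSMUSG00000063884.4, protein coding, chromosome 6, 71880638 to 71908750) and Polr1a (ENSMUSG00000049553.9, protein coding, chromosome 6, 71909053 to 71984935), both protein coding, had similar mean levels of 7.27 and 7.55 log2 CPM. Their Pearson r was 0.944 and their Spearman rho 0.93 over the 21 time points, each with a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted 2e-05 and 2.8e-05 over the 14 pairs tested). Replicate A alone gave a rho of 0.966 and replicate B 0.888, and r was 0.945 without 102 h and 108 h, the time points farthest from the median of Ptcd3.
The protein coding genes Chchd4 (ENSMUSG00000034203.7, protein coding, chromosome 6, 91462172 to 91473546) and Tmem43 (ENSMUSG00000030095.4, protein coding, chromosome 6, 91473703 to 91488463), at 5.11 and 5.01 log2 CPM, ran in opposite directions. Their r was -0.738 (permutation p = 0.0002, adjusted 0.00031) and their rho -0.804 (permutation p = 2e-05, adjusted 3.5e-05), with a rho of -0.794 in replicate A and -0.77 in replicate B. Without 42 h and 108 h, r was -0.667.
Among the pairs of discordant biotype, Vax2 and Vax2os had a rho of 0.964 (permutation p = 1e-05) at levels of 1.53 and 1.2 log2 CPM, and an r of 0.959 without the 2 farthest time points. Sema5a and Snhg18 had a rho of 0.914 (permutation p = 1e-05) at 1.78 and 0.57 log2 CPM, and an r of 0.904 without them. Pcna (ENSMUSG00000027342.8, protein coding, chromosome 2, 132249162 to 132253314) and AV099323 (ENSMUSG00000087377.1, antisense, chromosome 2, 132253357 to 132261333) were far apart in level, at 8.61 and 0.68 log2 CPM. Their r was -0.282 (permutation p = 0.21, adjusted 0.21) and their rho -0.291 (permutation p = 0.2, adjusted 0.2). The rho was -0.382 in replicate A and -0.152 in replicate B, so that the sign was negative in both, while the relation was not detectable by this test. Mycbp (ENSMUSG00000028647.7, protein coding, chromosome 4, 123904832 to 123912269) and Gm26606 (ENSMUSG00000097337.1, lincRNA, chromosome 4, 123898633 to 123904842), at 4.77 and -0.29 log2 CPM, had an r of -0.541 (permutation p = 0.012, adjusted 0.013) and a rho of -0.569 (permutation p = 0.0083, adjusted 0.0089), with a rho of -0.452 in replicate A and -0.562 in replicate B.
Time points of a course are serially dependent, so that these p-values are too small for trends. For the changes between consecutive time points, chosen after seeing the data, the rho was smaller in size for all 14 pairs tested. Among the bidirectional pairs, the gap in mean level between the genes of a pair had a median of 1.62 on the log2 scale for the 94 coding pairs with a rho above 0.8 and 4.14 for the 23 protein coding and noncoding pairs. For pairs below -0.5 the medians were 1.99 (69 pairs) and 5.33 (12 pairs), against 1.87 (590 pairs) and 5.13 (128 pairs) for pairs between -0.5 and 0.5. Pairs between 0.5 and 0.8 are in none of these groups.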

Highly correlated or anti-correlated genes pairs displayed differences in total gene expression, particularly with discordant gene biotypes (Fig. 3B). We found that protein coding gene pairs were more likely to be of similar expression levels and positively correlated (Mann-Whitney p < 0.05) than protein coding/noncoding pairs (Supplementary Fig. S4C). 

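The gap in mean expression between the genes of a pair had a median of 1.755 on the log2 scale for the 1008 protein coding pairs and 4.98 for the 210 protein coding and noncoding pairs. A permutation test of this difference gave p = 1e-05, the smallest that 100000 permutations can give. In 200 of the 210 mixed pairs the noncoding gene was the lower one. The median Spearman correlation was 0.289 for the coding pairs and 0.249 for the mixed pairs, a difference of 0.04 with a permutation p of 0.48. It was positive in 68.1% of the coding and 71.9% of the mixed pairs. In replicate A alone the difference was 0.073 (permutation p = 0.23), the largest among the settings, and in replicate B alone 0.018 (permutation p = 0.67). The pairs are compared across genes, which are not independent replicates. The paper concludes that protein coding pairs were closer in level and more often positively correlated than mixed pairs.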

Applying a variant of the temporal offset analysis used to measure TF- gene target delays, we calculated the time taken and defined the apparent driver gene type for peak correlation in coding/noncoding bidirectional pairs (Supplementary Fig. S4D,E). This did not reveal a generalized bias in either time taken or particular “driving” gene type. 

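Among the 210 protein coding and noncoding pairs, 32 reached a Pearson r above 0.8 at some delay of up to 18 h in either direction. The correlation peaked without a delay in 15 pairs, with the noncoding gene ahead in 11 pairs and with the coding gene ahead in 6 pairs. An exact binomial test of 11 against 6 gave p = 0.33. Where the noncoding gene was ahead, the delay was 6 h in 6 pairs and 18 h in 5 pairs. Where the coding gene was ahead, it was 6 h in 2 pairs, 12 h in 3 pairs and 18 h in 1 pair. Steps under 6 h cannot be seen with this sampling. The paper reads the delays as showing no general preference in time or in the type of the leading gene.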

However, this approach shows that the lncRNA *Hotairm1*, required for activation of Hoxa1^37^, appears to have a six-hour delay between its expression changes and HoxA1. We present evidence of other examples of lncRNA-led expression of protein coding genes in small numbers of bidirectional pairs (Supplementary Fig. S5).

**Figure 3:**
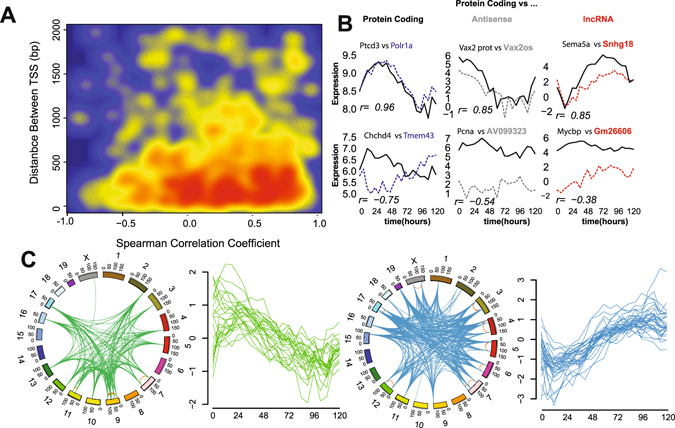
Analysis of gene co-expression patterns using augmented temporal resolution. (**A**) Smoothed scatter plot showing the correlation coefficient across the time course vs. distance between transcriptional start sites (TSS) of bidirectional gene pairs. Blue indicates no gene pairs; yellow and red indicate increasing numbers of pairs sharing similar properties. (**B**) Expression patterns of example bidirectional genes of the same or different gene biotype. Spearman’s correlation coefficient is reported for each pair. (**C**) Genomic location (circos) and expression pattern (line plot) of two independent co-expressed groups of 5 or more contiguous genes sharing correlated expression (r > 0.5).

To investigate whether the strong correlative potential between gene pairs could facilitate the identification of regions of the genome that are coordinately regulated^38^, we scanned across the genome for regions containing five or more contiguous genes that were co-expressed (r > 0.5). 

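Runs of at least 5 contiguous genes in which each neighbouring pair had a Pearson r above 0.5 gave 126 regions over 20 chromosomes, out of 14160 genes with coordinates (GRCm38). The regions held 5 to 15 genes, with a mean of 6.03, and 101 of them held 5 or 6. Their mean size was 959.0 kb and their median size 382.1 kb. The largest region, with 15 genes, was on chromosome 4, from 145446740 to 146539395, and its symbols were mainly of the Zfp and Gm series. Of all neighbouring pairs of genes, 27.9% passed r > 0.5. When the gene order was shuffled within each chromosome, 100 shuffles gave between 14 and 39 regions, with a median of 26. In 46 of the 126 regions every pair of genes, and not only neighbours, passed r > 0.5. Searching directly for regions in which every pair passed gave 72, and more than 5 genes gave 62. Correlating the changes between consecutive time points had the largest effect and left 24 regions.

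**Figure D4:**
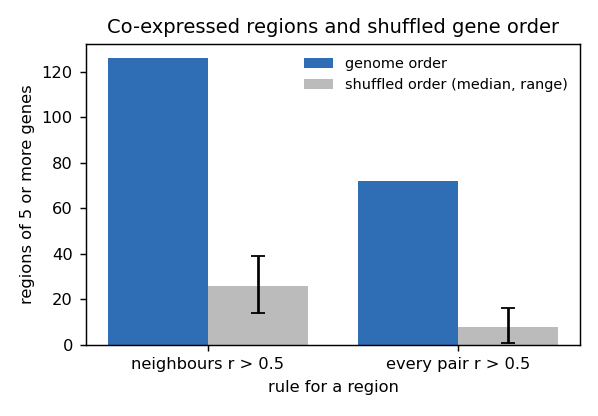
Number of co-expressed regions of 5 or more genes in the genome order (blue) and in 100 shuffled orders (grey, median with the lowest and highest as bars), for the rule on neighbouring genes and the rule on every pair. The genome order gives 126 against 14 to 39 and 72 against 1 to 16.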

This revealed 59 regions with a mean size of 821 kb -each containing 5–14 genes (mean of 6) genes. To examine the higher order chromatin architecture of these regions, we compared these regions to published data on topological associated domains (TADs) for mouse ESCs^39^. We found that the majority of the regions were each contained within a single TAD (Supplementary Fig. S4F), increasing the likelihood for a common regulatory architecture. Evaluation of gene-expression patterns across these regions revealed evidence of high co-expression at both the inter- and intra-chromosomal levels (Supplementary Fig. S4G). We assembled a map of regions of the mouse genome displaying high levels of clustered co-expression (Fig. 3C) by comparing the expression profiles of the regions. Two independent modules were identified with distinct decreasing (green)- and increasing (blue) expression patterns with differentiation. 

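The mean profiles of the 126 regions, clustered by average linkage on their correlation distance and cut into 2 modules, gave 72 regions with increasing and 54 with decreasing expression. The mean z-score of the increasing module was -0.427 ± 1.21 at 0 h, -1.213 ± 0.797 at 12 h and 0.938 ± 0.532 at 108 h (mean ± SD over 72 regions). For the decreasing module it was 0.159 ± 1.255 at 0 h, 1.074 ± 0.343 at 24 h and -1.093 ± 0.323 at 102 h (mean ± SD over 54 regions). The Spearman correlation with time over the 21 serially dependent time points was 0.91 for the increasing and -0.85 for the decreasing module, and the modules had an r of -0.98 with each other. The steps within each module between 12 or 24 h and 108 h were larger than the spread between its regions, whereas the values at 0 h were not separated. Since the clusters were formed on these profiles, the opposite directions follow in part from the clustering. The paper takes the modules as evidence for independent groups of regions that decrease and increase with differentiation.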

Given the independent location and expression patterns of these clusters, we suggest they may form core expression-factories of cellular differentiation. 

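The genes H19 (ENSMUSG00000000031.9, lincRNA, chromosome 7, 142575529 to 142578143), Igf2 (ENSMUSG00000048583.10, protein coding, chromosome 7, 142650766 to 142666816), Tnnt3 (ENSMUSG00000061723.11, protein coding, chromosome 7, 142498836 to 142516009) and Mrpl23 (ENSMUSG00000037772.6, protein coding, chromosome 7, 142532686 to 142540747) lay in a single region with 9 genes on chromosome 7, from Dusp8 to Igf2os (142079490 to 142670356), whose mean profile had a Spearman correlation of 0.82 with time. H19 was at 2.27 ± 0.14 log2 CPM at 0 h, 0.83 ± 0.1 at 48 h, 2.64 ± 2.01 at 96 h and 6.92 ± 0.1 at 120 h (mean ± SD, n = 2). Igf2 was at 1.3 ± 0.55 at 0 h, 0.88 ± 0.17 at 48 h, 5.52 ± 0.25 at 96 h and 9.19 ± 0.07 at 120 h. Tnnt3 rose from -5.83 ± 0.02 at 48 h, where neither library had reads, to 1.36 ± 0.32 at 120 h. Mrpl23 moved much less, from 3.97 ± 0.03 at 48 h to 5.04 ± 0.09 at 96 h and 4.66 ± 0.26 at 120 h. At 96 h, H19 was at 4.06 in replicate A and 1.22 in replicate B.
The mean Pearson r over the 6 pairs of these 4 genes was 0.824. H19 and Igf2 had an r of 0.959 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 2e-05) and a Spearman rho of 0.883 (permutation p = 1e-05, adjusted 2.8e-05). Without 114 h and 120 h, the time points farthest from the median of H19, r was 0.922, and it was 0.959 in replicate A and 0.933 in replicate B. The lowest r of the 6 pairs, 0.677, was between Igf2 and Mrpl23 (permutation p = 0.00099, adjusted 0.0012), with a rho of 0.713 (permutation p = 0.00049, adjusted 0.00057), 0.836 without those time points, and 0.68 and 0.646 in replicates A and B. Among the 14 pairs tested, these are relations over serially dependent time points. For the changes between consecutive time points, the mean r of the 6 pairs fell from 0.824 to 0.215, the largest effect of a setting. The paper takes the presence of this imprinted locus, known to be activated in concert, as evidence for its regions.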

In support of this notion, this analysis identified the a region -associated with the “increasing module”- containing the imprinting locus of *H19, Igf2, Tnn3* and *Mrpl23* ^40^ (Supplementary Fig. S4H); previously shown to be activated in concert during early stem cell differentiation^41^.

These investigations illustrate how analysis of high-resolution temporal transcriptomic data provides an independent and convenient approach (relying only RNA-Seq) to guide the partitioning of the genome into regulatory domains.

### Increased temporal resolution refines the noncoding landscape of mESC differentiation

Having shown that rapid changes in lncRNAs are a key feature of ES differentiation, and that co-expression analysis is a powerful tool for understanding gene regulation with augmented temporal resolution, we sought to unravel the roles that lncRNAs might play in ESC differentiation.

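In the annotation used here, 565 noncoding genes were in the files, of which 225 were antisense, 200 lincRNA and 140 processed transcript genes. Over the 12 samples taken 24 h apart, 557 of them passed 1 CPM in at least 2 samples. Raising the threshold to a log2 CPM above 1 moved these numbers most, to 470 noncoding genes at 6-hourly and 420 at 24-hourly resolution.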

Analysis of gene annotations yielded confident expression data for 588 lncRNA genes at six-hourly resolution (520 for 24-hourly, Supplementary Table S1). Indeed, added temporal resolution increased information of all noncoding transcript biotypes indicating that a proportion of these genes were only present for a short duration in this system. 

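By biotype, the 6-hourly samples raised the antisense genes from 222 to 225 and the lincRNA genes from 195 to 200, and left the processed transcript genes at 140. In total 8 noncoding genes were added to 557, an increase of 1.44%, against 0.5% for protein coding genes (Fisher's exact test, odds ratio 2.85, p = 0.011). This test did not take account of the lower expression of noncoding genes. The rule that both replicates of at least 1 time point pass, in place of any 2 samples, gave an increase of 3.36% for noncoding and 0.94% for protein coding genes. From the increase, the paper reasons that a proportion of the noncoding genes were present only for a short duration.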

It is important to note that these do not represent the entirety of lncRNA expression in this process since the depth of sequencing was not standard for lncRNA coverage^42^ and the poly-A selection for cDNA would have missed enhancer RNAs, miRNA precursors and Nuclease P processed lncRNAs^43^. 

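The mean expression over the course had a median of 0.6 log2 CPM for the 565 noncoding genes and 4.53 for the 13176 protein coding genes, a difference of -3.94 with a permutation p of 1e-05, the smallest that 100000 permutations can give. The quartiles were -0.37 and 1.82 for the noncoding genes and 2.46 and 6.02 for the coding genes. Antisense genes had a median of 0.23, lincRNA genes 0.77 and processed transcript genes 0.92 log2 CPM. In the lowest 25% of all genes by expression lay 432 of the noncoding genes (76.5%) and 21.2% of the coding genes, and 11 noncoding genes lay in the highest 25%. A total of 201 noncoding genes had a mean below 0 log2 CPM, where few reads set the value. Their courses were less alike between the replicates, with a median Pearson correlation of 0.66 against 0.87 for the coding genes. Taking the highest time point of each gene in place of the mean changed the difference most, to -3.459. The comparison is across genes, which are not independent replicates. The paper reports from its clustering that lncRNAs sit at lower expression levels and share profiles with protein coding genes.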

Clustering the observed lncRNA expression patterns with time-dependent protein coding gene expression showed that lncRNAs were enriched at lower expression levels and shared related expression profiles to protein coding genes (Fig. 4A). This relationship was further examined whereby K-means clustering of these expression profiles compared to clustering of a similar number of time-dependent protein coding genes (Figs 4B and S6A) revealed clusters of lncRNA genes resembling gene expression patterns associated with stemness (cluster a) primitive streak formation (cluster b) and WNT signaling (cluster c)^15^. 

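Genes were kept for clustering when their replicate courses had a Pearson correlation of at least 0.8, which left 178 noncoding genes (31.5%) and 8718 protein coding genes (66.2%). K-means with 5 clusters on the mean of the duplicates was run on each group apart. The noncoding cluster with 41 genes was highest at 0 h and had a correlation of 0.911 with the closest coding cluster and of 0.69 with Pou5f1. A cluster of 35 genes, highest at 42 h, had a correlation of 0.875 with a coding cluster and of 0.85 with Pou5f1. The cluster with 38 genes, highest at 120 h, had 0.975 with a coding cluster, 0.83 with T and 0.72 with Eomes. For 39 genes with a peak at 78 h, these values were 0.967, 0.79 and 0.82. The last cluster, of 25 genes, had 0.535 with its closest coding cluster. The correlation with Nanog was 0.18, -0.67, 0.68, -0.28 and -0.04 for the clusters of 41, 35, 38, 39 and 25 genes. The correlations are between cluster means over 21 serially dependent time points, selected as the closest of 5, and so carry no p-value. The paper assigns its lncRNA clusters to stemness, primitive streak formation and WNT signaling by such a likeness to coding genes.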

As co-expression has been illustrated to provide valuable insight into lncRNA function^18^, the additional correlative strength afforded by this study is anticipated to more reliably guide the functional association of these lncRNAs with these processes. The dynamics of lncRNA expression observed here indicate that future studies using RNA capture sequencing or higher sequencing depth of Ribosome depleted RNA will provide more comprehensive insights into the role of lncRNA in the molecular events underlying cell differentiation.

**Figure 4:**
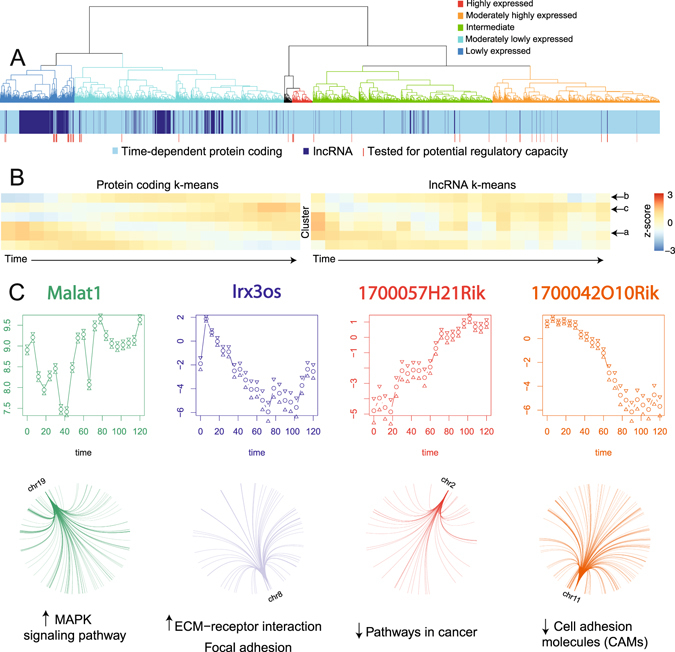
Augmented temporal resolution of ncRNA expression in cellular differentiation. (**A**) Hierarchical clustering of lncRNAs (dark blue) with time-dependent protein coding genes (light blue) by their expression patterns over time. Dendrogram was manually colored to reflect gene expression levels of the top-level clusters. (**B**) K-means clustered expression profiles of protein coding genes compared to the same number of lncRNA gene expression clusters. Common profiles are marked with arrows. (**C**) Expression profiles of four lncRNAs predicted to have regulatory roles in ES development as well as the genome location & pathways enriched in their gene targets. * Malat1* and *IRX3os* display a positive association with their targets, whereas *1700057H21Rik* and *1700042O10Rik* have a putative repressive impact.

As lncRNAs often exert their function through guiding or assembling transcriptional machinery, we sought to identify potential regulatory lncRNAs in this system. We selected 50 highly or variably expressed lncRNAs (Fig. 4A) and tested for evidence of gene regulatory behavior across the transcriptome. The temporal resolution allowed the use of time to resolve precedence, thus adding weight to a potential causal relationship. Since lncRNAs typically exert their function as a transcript, we set a maximum time offset of 18 hours to avoid secondary (altered protein level) effects and examined patterns in the predicted gene targets of lncRNAs (r > 0.8, divided by positive or negative associations). 

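The search for genes that follow a lncRNA was run with 500 randomly drawn genes as leaders, to see what number of genes it gives. At delays from 0 to 18 h and an absolute Pearson r above 0.8, a random leader was followed by a median of 1205 genes, with quartiles of 123 and 3759. The courses of most genes follow a slow trend, with the slowest frequency dominant in both replicates for 11299 genes. The correlations were over serially dependent time points, and no p-value was computed for single genes. The paper restricts the delay to 18 h so that the associations reflect the transcript itself and not secondary effects.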

Reactome pathway analysis revealed that 11 of these lncRNAs (including well characterized lncRNAs, Supplementary Fig. S6B and C) were potentially involved in regulating networks of genes associated with key developmental processes (p.adj <0.05, Supplementary Fig. S6C). 

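Malat1 (ENSMUSG00000092341.2, lincRNA, chromosome 19, 5795690 to 5802672) had a mean of 8.77 log2 CPM, was lowest at 42 h (7.42) and highest at 78 h (9.65), with an SD between duplicates of 0.32 and a correlation of 0.82 between its replicate courses. With delays of 0 to 18 h, 383 genes had an absolute Pearson r above 0.8 with Malat1, 88 of them positive and 295 negative. For 300 of these the highest correlation was without a delay. Of the 500 random leaders, 65.8% had at least as many. Neat1 (ENSMUSG00000092274.2, lincRNA, chromosome 19, 5824708 to 5845478) was lowest at 36 h, rose to 8.14 log2 CPM at 120 h and had 1316 such genes (605 positive, 711 negative), reached by 49.0% of the random leaders. Rian (ENSMUSG00000097451.3, processed transcript, chromosome 12, 109603940 to 109661716) and Meg3 (ENSMUSG00000021268.11, lincRNA, chromosome 12, 109541001 to 109571726), lowest at 12 h at 6.92 and 6.37 log2 CPM, had 6155 and 5402 genes, reached by 0.8% and 7.2% of the random leaders. In replicate A alone Malat1 had 385 such genes and in replicate B alone 210. With a cutoff of r > 0.9, 26 genes remained for Malat1, the largest effect of a setting. Pathways were not tested, since no Reactome table was among the files analysed here. The paper bases the functions it assigns to these lncRNAs on the pathways enriched in their target networks.

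**Figure D5:**
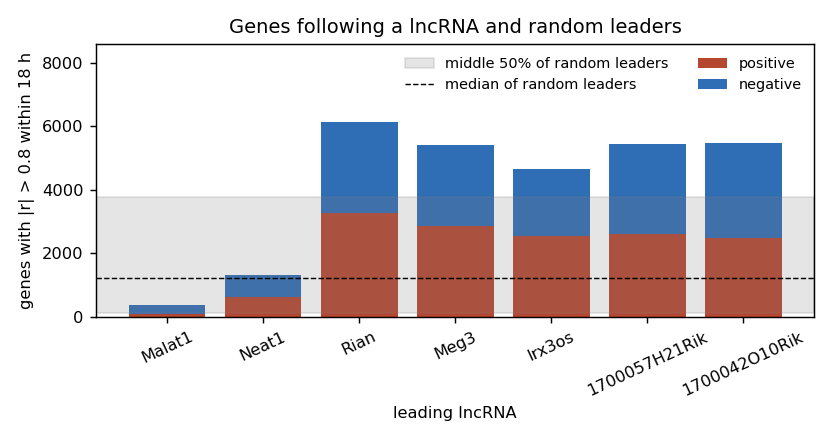
Number of genes with an absolute Pearson r above 0.8 within 18 h behind each of 7 lncRNAs, split into positive and negative correlations (bars), with the median (1205) and the middle 50% (123 to 3759) of 500 randomly drawn leader genes. Malat1 (383) lies below the median of the random leaders and Rian (6155) is the highest bar.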

These analyses assigned target gene networks consistent with characterized lncRNA biological functions for *Malat1* (oncogenic)^44^, *Neat1* & *Rian* (association with gene repression)^45^ and *Meg3* (tumour suppressor)^46^. Interestingly, these data suggest that the pro-tumorigenic function of *Malat1* may be mediated through facilitating the increase of MAPK signaling molecules. Importantly, these data also provide testable evidence for seven previously uncharacterized lncRNAs role in ES development and describes a map of regulatory interactions potentially driven by lncRNAs (Fig. 4C) whereby lncRNAs expression may impact coding gene expression across the genome. 

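Of the lncRNAs of Fig. 4C, Irx3os (ENSMUSG00000046413.6, antisense, chromosome 8, 91800415 to 91807539) was low, from -4.86 log2 CPM at 18 h to 1.13 at 102 h, with an SD between duplicates of 0.69. It was followed within 18 h by 4646 genes with an absolute r above 0.8, 2551 of them positive and 2095 negative. The lincRNA ENSMUSG00000086007.1 (chromosome 2, 51420984 to 51438785) fell from 1.64 log2 CPM at 6 h to -6.15 at 90 h, where no reads were counted, with an SD between duplicates of 0.59. The number of genes was 5456, with 2595 positive and 2861 negative. The antisense gene ENSMUSG00000086391.1 (chromosome 11, 11868123 to 11885321) was highest at 6 h (1.91) and lowest at 72 h (-5.95), with 5482 genes, 2495 positive and 2987 negative. The share of the 500 random leaders with at least as many genes was 15.6%, 6.8% and 6.6% for these 3 lncRNAs. For the changes between consecutive time points, the numbers were 0, 2 and 42 genes. The paper proposes from such associations a map of interactions through which lncRNAs act on coding genes.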

The identification of lncRNAs with a predicted biological role is important for unraveling lncRNA function, providing candidate functional lncRNAs and providing a level of molecular detail that is currently lacking in many lncRNA studies.

## Discussion and Conclusions

Transcriptional regulation of key biological events is a key feature in understanding the complexity of cellular processes. Here we describe a detailed transcriptomic resource for research in cellular development, a framework for unraveling this detail and identifying new targets for analysis. We also present a comprehensively detailed survey of noncoding transcripts throughout early stem cell development. We have identified many previously uncharacterized noncoding RNAs with potentially pivotal roles in cellular differentiation. This will provide a valuable tool for researchers unraveling the transcriptional complexity of cellular differentiation.

### Increased interpretive power

The understanding of molecular events underlying the departure from pluripotency has been determined by the extant knowledge of how biological functions are exerted – often measured at 24 hourly or greater intervals. We hypothesized that interpretations of this model were missing detail in light of evidence indicating the unforeseen dynamics in RNA biology and regulation. By probing this detail with finer time distinctions, we show that gene expression profiles of well-characterized genes display significant variation of expression levels and that more detail can still be gleaned with increased sampling frequency (Supplementary Fig. S7A and B). Importantly, these variations are manifest in a significantly more complex gene regulatory framework. This is consistent with a reduction in temporal aggregation bias^19^ and highlights early array-based investigations in yeast demonstrating the importance of sufficient temporal resolution in understanding gene expression patterns^47^. As such, much detail is likely missing from other systems that involve a change in phenotype or cellular behavior. With large-scale transcriptomic analyses becoming increasingly accessible, it is opportune to revisit other well-studied transitions with the view of improving understanding and applicability of their results rather than relying on presuppositions about gene expression patterns^48^.

### Insights into short bursts of transcription

We have shown the benefit of frequent sampling over time in observing the transcription of genes that are observable only within sub-24 hourly windows. This approach highlights the importance of taking into account the presence of short-lived transcripts and shows that cells express more of the transcriptome in a time-dependent fashion. To this end, we have identified rapid changing and periodically expressed genes, which we term short-lived (slRNA) and cycling (cycRNA), that were unobservable outside this framework. That many slRNAs exhibited changes in expression over the first 24 hours of differentiation is consistent with rapid initial cellular response to stimuli^21, 49^. Indeed, it is likely that significant gene expression changes- especially noncoding- occur on timeframes shorter than those presented that may not be amenable to optimal time point prediction strategies^48^. By probing deeper into time-dependent gene transcription-possibly by interpolating available datasets-^47^ it will be possible to uncover further complexity underlying cellular plasticity and gene regulation. These observations reinforce the concept that adequate temporal resolution is vital for describing biological transitions- for example in dissecting primary from follow on effects in gene knockdown studies – and that end-point analysis likely does not reflect the complex biology of phenotype changes.

### Insight genome organization and regulation

Similarly, by using time to separate the order of gene transcription, we have been able to predict local gene regulation across the genome. We have been able to observe concerted gene expression (in *trans*) of hundreds of genes separated by large genome differences (in *cis*). Typical studies of this nature involve correlative analysis requiring large samples sizes and resources^50^. We have instead leveraged the time axis to achieve these as well as discriminate driver from passenger molecular events. This has allowed the estimation of the time delay for changes in expression of regulatory molecules to manifest in changes in their target gene transcription and we have been able to unravel a potentially complex network of gene profiles responding to lncRNA transcription. Finally, we have been able to use an integrated biological system to draw strong associations in trans relationships with bidirectional promoters. Typically these associations are observed by using thousands of gene expression profiles, yet here we have been able to do so with only 42 transcriptomes (duplicate time courses of 21 points each).

## Methods

### Sample Generation and Library Preparation

Biological duplicate, low passage number (P18) W9.5 ESCs were cultured and differentiated as described previously^15, 51^. Cultures were harvested every six hours from the induction of differentiation to 120 hours post differentiation induction. Total RNA from cultures was purified using Trizol (Life Technologies) and DNase treatment was performed by RQ1 DNase (Promega) according to the manufacturer’s instructions. RNA integrity was measured on a Bioanalyzer RNA Nano chip (Agilent). RNA-Seq library preparation and sequencing of Poly-A-NGS libraries generated from 500 ng total RNA using SureSelect Strand Specific RNA Library Preparation Kit (Agilent) were performed according to the manufacturer’s instructions at the same time to minimize batch effect. Paired-end libraries were sequenced to the first 100 bp on a HiSeq 2500 (Illumina) on High Output Mode.

### Quality control and read mapping

Library sequencing quality was determined using FastQC (Babraham Bioinformatics) and FastQ Screen (Babraham Bioinformatics). Illumina adaptor sequence and low quality read trimming (read pair removed if <20 base pairs) was performed using Trim Galore! (Babraham Bioinformatics: www.bioinformatics.babraham.ac.uk/). Tophat2^52^ was used to align reads to the December 2011 release of the mouse reference genome (mm10) as outlined by Anders *et al*.^26^. Read counts data corresponding to GENCODE vM2 transcript annotations were generated using HTSeq^53^. *de novo* transcript assembly was performed on each merged BAM file using Cufflinks’ reference annotation based transcript (RABT) assembly^54^, using the Gencode vM2 transcriptome^55^ as a guide (options: -u -I 500000 -j 1.0 -F 0.005-trim-3-dropoff-frac 0.05 -g gencode.vM2.annotation.gtf–library-type fr-firststrand). Transcript assemblies were then merged using Cuffmerge^56^ using default parameters, and compared to the Gencode vM2 reference transcriptome using Cuffcompare^56^. Novel transcripts with a Cuffcompare class code of j, i, o, u or x were filtered using three steps to find novel lncRNAs. First, a Browser Extensible Data (BED) format file was generated using a python script (https://gist.github.com/davidliwei/1155568) and any single exon transcripts were removed. Second, the FASTA-formatted sequence for each transcript was obtained using BEDTools^57^, the nucleotide (nt) length and open reading frame (ORF) size found using Perl scripts, and those with a length less than 200 nt or a ORF size greater than 300 nt were removed. Lastly, transcript sequences were submitted to Coding Potential Calculator (CPC)^58^, and those with a coding potential of >0 were removed.

### Bioinformatics

All analyses were performed in the R Statistical Environment^59^. Briefly, counts data were background corrected and normalized for library size using edgeR^60^, then transformed using voom^61^ for differential expression analysis using LIMMA^62^. Transcription Factor (TF) activity was inferred from gene expression data using DREM^28^ with a branching P-value of 0.001 based on curated TF-target gene lists associated with mouse ESC differentiation from ChEA^63^. TF-target gene was calculated by maximal Pearson’s correlation coefficient of >0.8 using a custom autocorrelation analysis and verified with the “ccf” function in R. Gene differential exon (DEX) usage was analyzed by DEXSeq^64^ on vM2 gene annotations using default settings and an adjusted p value cutoff of 0.001 for DEX between biological duplicates at each consecutive time-point. Genome position analyses were performed using genomic ranges^65^ based on vM2 annotations imported with ‘rtracklayer’^66^ and Pearson’s correlation coefficient of gene expression Bidirectional genes were defined as two genes with expression data on opposing strands with <2000 bp between the transcriptional start sites (TSS). Co-expressed gene clusters were defined as >5 contiguous genes with expression data displaying a Pearson’s Correlation Coefficient of >0.5 with neighbouring genes. Cluster co-expression data was visualized with corrplot^67^ and Cytoscape (v3.1.0)^68^, location of related clusters was visualized by Circos^69^. Gene expression periodicity was measured on 120 interpolated expression values^70^ for each replicate time series using GeneCycle^71^, candidate periodically expressed genes were identified as having the same calculated dominant cycling frequency between biological replicates. Time-dependent expression signatures were established using maSigPro^72^ with a replicate correlation coefficient cutoff of 0.8. Target genes of potential regulatory (top 50 most highly and/or variably expressed) lncRNAs were identified using the GeneReg package^73^ on 100 point-interpolated expression data based on fitted expression values between duplicates and setting a maximum time delay of 18 hours and a global correlation coefficient of 0.9 and visualized using Cytoscape. Gene lists were functionally annotated with KEGG and Reactome pathways (adjusted p value < 0.05) using the clusterProfiler and ReactomePA packages^74^.

### Availability of data and material

Data has been deposited into GEO under accession number GSE75028.

## Electronic supplementary material

Supplementary Figures and Tables

How the deposited data were processed for this re-analysis (not part of the article)

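Gene expression was measured by stranded RNA sequencing of poly-A RNA in mouse embryonic stem cells that differentiated into embryoid bodies, at 21 time points from 0 h to 120 h in steps of 6 h. Each time point had 1 library of replicate A and 1 of replicate B, 42 libraries in all. The time point and the replicate of each library were taken from the sample labels, which give both.

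The authors trimmed the reads with Trim Galore!, aligned them to mm10 with Tophat2 and counted them per GENCODE vM2 gene with HTSeq. The authors then retained genes with more than 1 CPM in at least 2 samples, normalized for library size with edgeR and transformed the counts with voom. Versions of these tools are not stated in the methods or the labels, which were searched for them. The values deposited by the authors, 1 file per library with 14296 genes, are in log2, as log2 CPM with the offset of voom. Every value mapped to a whole number of reads under the voom formula, to within 2.91e-08 of a read, which gave the effective library sizes and the counted reads of each library. From the recovered counts, voom returned the deposited values to within 3.57e-08.

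The counted reads had a median of 29692082 per library, from 10120972 to 51652434. A level of 3 reads corresponded to between 0.057 and 0.316 CPM. The SD between duplicates had a median of 0.298 on the log2 scale over the time points. The differences between duplicates were wider than sampling of reads alone would give, with a median chi-square of 15.72 per degree of freedom over the time points. This value pools the genes of a time point and is weighted towards genes with many reads. Whether the spread between duplicates, from the cultures or their libraries, or the depth limited a given gene is therefore not settled by it. Values near the floor of each library, where 0 to 3 reads were counted, depend on the offset.

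Genes were matched by identifier to GENCODE vM21 on GRCm38, the annotation at hand. Of the 14296 genes, 14177 were matched and 119 were not, and 14160 had coordinates that were used. Biotypes are those of this annotation, and noncoding genes are its antisense, lincRNA and processed transcript genes.

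Differential expression was tested with limma 3.58.1 in R 4.3.3 on the deposited log2 values (lmFit, then eBayes with a trend), with a factor of 21 time points in a single fit over all 42 samples. The p-values were adjusted by Benjamini-Hochberg within each contrast, and adjusted p < 0.0001 was the threshold, as in the paper. With 2 libraries per time point, the residual degrees of freedom were 21. A second fit added a replicate block, since the letters A and B in the labels and the paper pair the libraries into 2 courses. The mean correlation of the residuals of libraries with the same letter was 0.119.

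Principal components were computed on the 2,000 most variable genes, centred and not scaled. Deviation from the smooth course used a loess over 5 time points. Day averages, detection, short-lived genes, k-means clusters (25 random starts), periodograms (120 interpolated points), bidirectional pairs (start sites within 2000 bp), delays (up to 36 h for Pou5f1 and 18 h for lncRNAs) and regions of at least 5 genes followed the definitions in the paper's results. Where its methods give another rule, more than 5 genes for a region and a coefficient of 0.9 for the genes that follow a lncRNA, the rule of the methods was run as an alternative. Delays and correlations used the mean of the duplicates unless a replicate is named. Permutation tests used 100000 permutations, 1000 random sets of time points, 500 random leader genes, 100 random pairings of courses and 100 shuffles of the gene order, with fixed seeds. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

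The scripts were tested on simulated data. Of 200 simulated short-lived genes with a 4-fold change, the fit recovered 200, with 0 false calls. Of 200 simulated cycling genes 200 were recovered, and 8 of 1800 genes with a trend alone were called. All 200 simulated delays and all 20 simulated regions were recovered. The simulated cycles were large, carried no slow trend and had periods matched to the frequencies of the transform. The simulated short-lived genes were drawn from the better expressed genes and changed at no other time. The recoveries therefore show that the scripts find clear patterns, and do not measure their sensitivity in these data.

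The genes named in the text were chosen by a rule set before the files arrived. They are every gene that the paper names and that is in the files, the 5 genes with the largest absolute loadings on each of the first 3 components, the 5 slRNAs of each cluster with the largest change at a contrast past the threshold in the same direction in both replicates, the 5 cycling genes with the largest share of power, the region with the most genes, and the 5 largest changes from 0 to 6 h in each direction with the same sign in both replicates. The text does not report every gene to which the rule applies. The closing section also names the genes of a list of epidermal markers that was written before its test.

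Alternatives changed 1 choice at a time: the replicate block, eBayes without a trend, voom precision weights, correction over all contrasts together, a filter at a mean of 0 log2 CPM, other definitions of short-lived genes, other gene sets for the components, the linear scale with an offset of 0.5 CPM, other interpolation and removal of a linear trend for the periodograms, other correlation measures and cutoffs, and leaving out each sample or each replicate in turn. No split of the samples into other groups was counted, because no compared group has 3 samples.

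Left out, because their inputs are not in the files analysed here, were the comparisons with published courses and with retinoic acid differentiation, transcript assembly, the DREM analysis of transcription factors, KEGG, Reactome and gene ontology enrichment, differential exon usage, and topological domains.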

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

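Krt13, Krtdap and Dmkn stood out at 6 h, in genes that the paper does not discuss. They are 3 of the 5 rising slRNAs with the largest changes. At 6 h, Krt13 (ENSMUSG00000044041.4, chromosome 11, 100117327 to 100121566, GRCm38) had a mean of 4.01 log2 CPM, Krtdap (ENSMUSG00000074199.1, chromosome 7, 30787896 to 30791097) 1.51 and Dmkn (ENSMUSG00000060962.6, chromosome 7, 30763756 to 30781063) 2.91, with SDs between duplicates of 0.15, 0.15 and 0.06. At 0 h they were at -3.25, -5.58 and -2.69, so that their level at 6 h was far above the smallest value that the depth can show. From 0 to 6 h they rose by 7.26, 7.09 and 5.59 on the log2 scale (adjusted p in limma 4.3e-07, 3.4e-06 and 1.6e-06, higher in 2 of 2 replicates). They then declined in steps, to 2.5, 0.84 and 2.28 at 12 h, 0.18, -1.42 and 0.2 at 18 h, and -1.55, -4.04 and -1.3 at 24 h. They were flagged as a signal in genes that the paper does not report on. No group of samples was large enough to test for a sample far from the others.

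A single aberrant library at 6 h was weighed first. The smallest change among the 3 genes in either replicate was 5.08 on the log2 scale, so that the rise is in both libraries. The rule that chose the genes asks for the same direction in both replicates, so that only the size of this change bears on the explanation. This prediction was written only after the result was seen. Epidermal cells or RNA carried into the 6 h samples were weighed by a list of 15 epidermal marker genes written before the test, of which 5 were in the files. Of these markers, 2 rose from 0 to 6 h with an adjusted p below 0.0001: Lor by 4.73 (adjusted p = 1.5e-07, up in 2 of 2 replicates) and Sfn by 4.21 (adjusted p = 2.8e-14, up in 2 of 2 replicates). Krt10 changed by 0.21 (adjusted p = 0.69) and Dsc3 by 1.3 (adjusted p = 0.19), and Col17a1 fell by 2.79 (adjusted p = 4.7e-06). This lies between the outcomes set out for and against epidermal material, so that the pattern cannot be told apart from it. The rise was in both replicates, and the genes were still raised at 12 h and declined through 18 h and 24 h, which speaks against material confined to the 6 h samples but does not exclude material in the cultures that was lost over the first day. By the authors' filter, the listed markers that are not in the files did not pass 1 CPM in both 6 h libraries. Krt10 was at 0.57 log2 CPM at 6 h beside 8.6 for Sfn. These values argue against material that carries the whole marker list, but not against material with part of it. At 120 h, Lor (1.99), Sfn (7.73), Krtdap (-1.3) and Dmkn (-0.06) were also above 0 h, and Krt13 (-3.5) was not. Induction of Krt13, Krtdap and Dmkn in the cultures at 6 h may be the source, as may such epidermal material. The data analysed here do not separate these, with 2 of 5 markers moving together with the 3 genes. Depth, reads shared between paralogs and gene length were not tested for this pattern.

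Most choices behind the results in this section, the tests and thresholds of the main results and their alternatives, were set before the processed files arrived. The flagged genes and the patterns described under the other observations were noticed in the data and tested on the same data, and each explanation of them is a hypothesis.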

How the results depend on the processing

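Of 31 headline results with 469 alternatives, 375 alternatives left the result the same, 84 moved it, 7 made it weaker, 1 stronger and 2 reversed it. A total of 11 results kept their direction and their side of the threshold under every alternative, or for values without a test stayed within the margin: the changes of Otx2 from 0 to 6 h and of Pou5f1 from 0 to 24 h, the share of additional noncoding genes, the number and the median correlation of bidirectional pairs, the difference in correlation between coding and mixed pairs, the genes detected at 24-hourly and at 6-hourly sampling, the lower expression of lncRNAs, the distance between matched duplicates and the size of the larger slRNA cluster. Unchanged refers there to the test and not to the size: the increase of noncoding genes itself went from 1.44% to 11.9% with a log2 CPM above 1. The replicate block gave 4291 genes from 0 to 6 h, a median of 4 genes per step, 918 candidates and 282 slRNAs in the paired fit (pairing check 0.119), each within 1.5 times its main value. Single steps moved more, with 378 against 246 genes from 108 to 114 h, 73 against 45 from 96 to 102 h, 24 against 11 from 18 to 24 h and 17 against 6 from 114 to 120 h. The step from 24 to 30 h went down, with 3 against 7 genes.

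The short-lived genes depended on what counts as unchanged. With only consecutive 24-hourly contrasts required to be unchanged, there were 2230 candidates and 752 slRNAs, since slow drifts over 48 h or more were no longer excluded. With an adjusted p of at least 0.05 as unchanged, 30 candidates and 2 slRNAs were left, since genes with an intermediate p no longer counted as unchanged. Requiring all 3 contrasts of a day left 50 slRNAs. With correction over all contrasts together, the median step had 41 genes, because 1 correction is then shared with the contrasts over long spans, in which many genes change. The voom precision weights gave changes of 6.027 for Evx1 (adjusted p = 0.0013) and 5.224 for its antisense transcript (adjusted p = 0.00112), no longer past the threshold, with larger standard errors than the main fit (1.505 against 0.869 for Evx1 and 1.284 against 0.865 for its antisense transcript). Evx1 and its antisense transcript have no value under the filter at a mean of 0 log2 CPM, because they do not pass it.

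PC1, PC2 and PC3 took 67.13%, 18.29% and 3.88% of the variance with the 500 most variable genes, 52.37%, 18.7% and 8.15% with all genes, and 56.49%, 19.45% and 7.13% with genes scaled to unit variance, which changes the weight of genes with small changes. The filter at a mean of 0 log2 CPM gave 2 Fig. 1C genes in the top 5% of deviation, neither of them Evx1, which it removes. It also gave 1780 genes over 2-fold from the day average, by removing genes with few reads. That last count was 1242 with the measure that closes the day and 1248 on the linear scale.

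The cycling genes numbered 148 with a natural cubic spline, 312 after removal of a linear trend, which otherwise fills the slowest frequency, and 169 with the 21 measured time points. Clock had a period of 25.2 h in replicate A with the 21 measured time points, and 24.2 h in the course without replicate A, an alternative chosen after seeing the data. The odds ratio of splicing genes reversed to 1.12 with slRNAs from the fit with the replicate block (Fisher's exact p = 0.7), with few genes in either case.

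Correlating differences between consecutive time points removes trends shared along the course. It reversed the comparison within 500 bp (75% of highly correlated pairs, Fisher's exact p = 1), left 24 regions, and gave 0.215 for the H19 region, 33 genes following Pou5f1 without delay and 135 genes following Malat1. Among the 14 named pairs, whose 70 alternatives were all chosen after seeing the data, it reversed Igf2 and Mrpl23 to -0.063. Of the 70, 27 left the correlation the same and 42 moved it, and with differences all 14 were smaller in size. Regions of more than 5 genes numbered 62, and 72 when every pair had to pass. With r > 0.9, 155 genes followed Pou5f1 without delay and 26 followed Malat1, and with Spearman 184 followed Malat1.

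Over the 42 fits that each left out 1 sample, from 2292 to 4414 genes changed from 0 to 6 h, the median step had from 1 to 18 genes, slRNAs numbered from 126 to 456, and the changes were from 4.631 to 7.409 for Evx1 and from 5.211 to 5.24 for its antisense transcript. The high ends of the first 2 ranges came without replicate A at 96 h, where the duplicates differ most. Leaving out each replicate gave from 19.1% to 19.54% for PC2, from 6.19% to 6.59% for PC3, from 1 to 2 Fig. 1C genes, from 63.6% to 69.6% of highly correlated pairs within 500 bp (without replicate A, Fisher's exact p = 0.029), from 0.78 to 0.815 for the H19 region and from 210 to 385 genes following Malat1.

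Depth limits the genes with few reads, such as the 201 noncoding genes with a mean below 0 log2 CPM. At time points with few or no counted reads the offset sets the value, and the sizes of changes from there are uncertain. With 2 libraries per time point, at most 9 genes passed the threshold in any 6-hour step between 30 h and 96 h. Smaller changes there were not detected with correction within each contrast. Correction over all contrasts together raised the median over the steps from 5 to 41 genes, so that these low counts depend on the correction.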

Differences from the paper's values

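At 6-hourly sampling the paper's count of additional genes over 24-hourly sampling is 417, against 85 here. Among the alternatives set before the files arrived, a log2 CPM above 1 gave 386, without replicate A 395 and without replicate B 319, and these are within the margin set for a difference. Detection in both replicates of at least 1 time point gave 162 and is not. The paper's relative increase for noncoding genes is 13%, against 1.44% here. A log2 CPM above 1 gave 11.9% and without replicate A 10.71%, within the margin, and both replicates of a time point gave 3.36% and without replicate B 5.5%, outside it. For protein coding genes the paper's increase is 2%, against 0.5% here. A log2 CPM above 1 gave 2.18%, without replicate A 2.38% and without replicate B 2.02%, all within the margin, and both replicates of a time point gave 0.94%, outside it.

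The paper's number of cycling genes is 137, against 80 here. Natural cubic spline interpolation gave 148 and the 21 measured time points without interpolation 169, both within the margin. Removal of a linear trend gave 312 and the filter at a mean of 0 log2 CPM 76, both outside it. For genes that are both slRNA and cycling, the paper's number is 20, against 0 here. None of the alternatives set before the files arrived reached it, with 1 for the spline, 7 after removal of a linear trend and 5 for the 21 measured time points. With the 906 candidates in place of the 274 slRNAs, a comparison made after seeing the values, 14 genes were both under the main settings and 27, 47 and 28 under those 3 settings. Of these, 14, 27 and 28 are within 1.5 times the paper's number, and 47 is not. The paper's period of Clock is 24.2 h, against 121.0 h in replicate A here and 24.2 h in replicate B. The 21 measured time points gave 25.2 h, within the margin. In replicate A the spline gave 121.0 h and removal of a linear trend 60.5 h, outside it. In replicate B both gave 24.2 h, the paper's value. The period of 24.2 h was reached without replicate A, an alternative chosen after seeing the values.

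The paper's number of co-expressed regions is 59, against 126 here. Regions of more than 5 genes, the rule in the paper's methods, numbered 62, and regions in which every pair of genes passed numbered 72, both within the margin. Spearman correlations gave 124, differences between consecutive time points 24, without replicate A 112 and without replicate B 116, all outside it.

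In Fig. 3B the paper's Spearman correlations were read by eye. Chchd4 and Tmem43 are at about -0.75 in Fig. 3B, against -0.804 here. Vax2 and Vax2os are at about 0.85 in Fig. 3B, against 0.964 here. Pcna and AV099323 are at about -0.54 in Fig. 3B, against -0.291 here. Sema5a and Snhg18 are at about 0.85 in Fig. 3B, against 0.914 here. Mycbp and Gm26606 are at about -0.38 in Fig. 3B, against -0.569 here. No alternative for these pairs was set before the files arrived. Of those chosen after seeing the values, Pearson correlation brought Chchd4 and Tmem43 to -0.738, and leaving out replicate B brought Pcna and AV099323 to -0.382 and Mycbp and Gm26606 to -0.452, each within the margin. None of them did so for Vax2 and Vax2os or for Sema5a and Snhg18.

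The paper describes genes of the spliceosome as enriched among slRNAs and falling in the first day. Here a list of 91 genes by symbol stood in for the pathway, and it misses spliceosome genes with other symbols, so that its overlap is not that of the pathway. Of the 274 slRNAs, 1 was on this list, none of the 152 falling genes was, and the 91 genes rose by a median of 0.384 on the log2 scale at 6 h and 0.445 at 24 h. The paper counts Ewsr1 and Clk1 as slRNAs. Here Ewsr1 passed in 1 contrast of the first day only, with 0.772 at 6 h, and Clk1 changed by -0.633 between 0 and 48 h (adjusted p = 4.64e-05). The paper finds each 24-hourly measure different from the average of its day by a Mann-Whitney test, and here that test gave an adjusted p of 0.0041 for the first day and 0.61 or more for the others. Paired by gene, the Wilcoxon signed-rank test gave adjusted p = 9.6e-56, 0.16, 4.4e-44, 1.2e-20 and 0.00022 for the 5 days, across genes that are not independent replicates.

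The paper gives distances under 500 bp as typical of highly correlated bidirectional pairs, and here most of these pairs, 69.5%, also lay within 500 bp. So did 75.3% of the other pairs (Fisher's exact p = 0.18), a comparison that the paper does not make. The paper describes protein coding pairs as more positively correlated than mixed pairs, and here the medians were 0.289 and 0.249 (permutation p = 0.48). The paper reports changes under 24 h within the top 5% of deviation, without giving a number of Fig. 1C genes. Here 1 of the 12 genes was in the top 5% by the root mean square over the course. The legend of Fig. 4C gives Malat1 a positive association with its targets. Here 295 of the 383 genes with an absolute r above 0.8 were negatively correlated with Malat1. These genes were not selected by pathway, and for 300 of them the highest correlation was without a delay. The paper divided its targets by sign and tested them for pathways, so that the sets are not directly comparable.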

Other observations

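Replicate B at 96 h was farther from replicate A at 96 h than any other pair of duplicates, with a distance of 55.0 over the 2,000 most variable genes against a median of 35.96. In that sample T was at 7.83 log2 CPM against 5.69 in replicate A, Mixl1 at 5.66 against 2.59, Otx2 at 6.06 against 6.93 and H19 at 1.22 against 4.06. A culture ahead of or behind its label was weighed by a Pearson r across the 2,000 most variable genes. Between the deviation of this sample and the change from 90 to 102 h in replicate B it was -0.12, which speaks against a shift. The nearest samples go the other way. The replicate A sample nearest to this one was at 102 h, and the replicate B sample nearest to replicate A at 96 h was at 90 h. A culture ahead of its label is therefore not excluded. Shallow sequencing is not what the values show, since the 25524270 counted reads of this sample rank 13 from the lowest of 42, a prediction written only after the result was seen. Genes are not independent replicates in this correlation. The sample was 1.173 from the mean of its neighbours in root mean square, the rank 3 of 38 samples, and replicate B at 6 h was the farthest at 1.292. A difference in the composition of the culture at 96 h may remain, but a mixed sample was not tested and no biological explanation was tested. The r of -0.12 speaks only to a shift along the time axis.

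Noncoding genes were higher in replicate A than in replicate B at several time points, with a median difference of 0.472 on the log2 scale at 72 h, 0.358 at 90 h and 0.514 at 96 h. More unspliced or nuclear RNA in replicate A was tested by the relation of the difference between the replicates to intron length across 13497 genes. The smaller Spearman rho of 72 h and 90 h was 0.032, below the largest rho of the other time points, 0.42 at 66 h, so that intron length does not account for the difference at these 2 time points. The prediction named only 72 h and 90 h. At 96 h, where the difference was largest, the rho was 0.173, and at 78 h it was 0.21 (difference 0.355), while at 84 h it was -0.1 (difference 0.359). A part played by unspliced RNA at 78 h and 96 h is therefore not excluded. The difference had the opposite sign at 0, 12, 48, 54, 60, 66, 114 and 120 h, and was lowest at 120 h, at -0.365. Library batches are not given by the labels, and no biological explanation was tested, so that the cause is open.

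At 66 h, the difference between the replicates rose with intron length, with a rho of 0.42 across genes. Transcript length bias between libraries was tested by the relation to exonic length, which gave a larger rho of 0.52, and intron length given exonic length left a partial rho of 0.169. The median difference was 0.198 for the 25% of genes with the longest introns and -0.189 for the 25% with the shortest. At 13 of the 21 time points the rho with intron length was above 0.1, and at none was it below -0.1. A length bias between the libraries of replicates A and B is a candidate explanation, with the rho of 0.52, and long genes are compared less reliably between replicates than within them. Genes are not independent replicates, and no p-value is given.

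After a stretch between 30 h and 96 h in which no 6-hour step changed more than 9 genes, 292 genes changed from 102 to 108 h and 246 from 108 to 114 h. In the paired fit with a replicate block these were 423 and 378 (pairing check 0.119). Expression still changed during that stretch, with 1282 genes between 24 and 48 h and 1341 between 48 and 72 h. From 96 to 120 h, 277 genes changed. The stretch is thus quiet only in single steps, and in part through the correction within each contrast. With correction over all contrasts together, the median over the steps was 41 genes against 5. Of the 246, 97.6% moved by more than 0.5 on the log2 scale in the same direction in both replicates. These genes were selected on the mean of both replicates, which favours such agreement. The share is therefore a weak test of a change in only 1 of the 2 cultures. More precise libraries late in the course were weighed by the SD between duplicates. This SD was below the median of 0.298 at 2 of the 3 time points (0.306 at 102 h, 0.233 at 108 h and 0.288 at 114 h). The prediction was written only after the result was seen. The test cannot decide, because the fit pools the residual variance of a gene over all time points and gives each step the same SE. Of the 82 genes that changed in both steps, 81 went back in the second. Both steps share the 108 h libraries, so that a deviation of these libraries favours such a reversal. The count therefore does not test for a transient. The change at 108 to 114 h was unrelated across genes to the change from 0 to 6 h (r = -0.07). A transient at 108 h in both cultures, if there was one, may reflect differentiation or handling shared by the cultures, such as a change of medium. The value of 97.6% does not separate these, and shared handling was not tested.

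The 85 genes added by 6-hourly sampling may come from more samples and not from closer spacing. Of 1000 random sets of 6 time points, 26 detected at least as many genes as the 14211 of the 24-hourly set, and the median set detected 14079. The first 6 time points, which are 6 h apart, detected 13474 genes and the last 6 detected 13797. At an equal number of samples, the set spaced over the whole course therefore detected more genes than closely spaced ones. The prediction for this test was written only after the result was seen.

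Of the 152 falling slRNAs, 58.6% were higher at 0 h than at each of 24, 48, 72, 96 and 120 h, and of the rising ones 61.5% were lower. The median change of the falling genes was -1.53 at 6 h and -0.32 at 120 h. The genes were selected for no contrast past the threshold between 24-hourly time points, which favours a small change at 120 h. The test was meant to separate loss of a feature of the undifferentiated 0 h cultures from a pulse that returns to baseline, and it does not do so. The genes were selected for a 0 h value far from those at 6 to 18 h, which favours high values at 0 h, and a gene that is higher at 0 h by any amount counts towards the 58.6%. Loss of such a feature is not excluded, and neither is a pulse.

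The number of cycling genes was tested against chance matches between unrelated courses. In 100 random pairings of the course of a gene in replicate A with that of another gene in replicate B, between 1 and 15 genes shared a period under 36 h, with a median of 6, and 0 of the draws reached 80. Chance matches between courses of randomly paired genes do not account for the number. A course without a slow trend was mostly paired with one that has it, since the slowest frequency dominated in both replicates for 11299 genes. Chance matches within genes that lack a slow trend in both replicates are therefore underrepresented in the draws and not excluded. The draws leave out noise shared by both replicates of a time point, and a period of 24.2 h was not distinguished from daily handling of the cultures, which was not tested.

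The correlation of bidirectional pairs could come from shared slow trends alone. The median correlation of the differences between consecutive time points was 0.171, against 0.0 for random pairs (permutation p = 1e-05, the smallest that 100000 draws can give), so that slow trends alone do not account for it. Of the co-expressed regions, 0 of 100 shuffles of the gene order had as many. After removal of 27 regions in which at least 50% of the genes share a symbol stem, 99 regions were left, more than the highest number in shuffled orders, 39, so that neighbouring paralogs do not account for most regions. Of the 11 regions with more than 8 genes, 6 shared a stem, and reads shared between paralogs remain possible in those.

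The numbers of genes that follow Pou5f1 or Malat1 were not unusual. Smooth trends shared by most genes were tested with random leaders: 16% of 500 random leaders had as many genes without delay as Pou5f1, and 65.8% had as many followers as Malat1. Shared trends are therefore a candidate explanation for the counts of Pou5f1 and Malat1. The count of Rian was reached by only 0.8% of the random leaders, and those of the other lncRNAs by between 6.6% and 49.0%. A count of correlated genes does not by itself separate targets from genes with the same trend.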
